# Multi-Omics Analysis of Small RNA, Transcriptome, and Degradome in *T. turgidum*—Regulatory Networks of Grain Development and Abiotic Stress Response

**DOI:** 10.3390/ijms21207772

**Published:** 2020-10-21

**Authors:** Haipei Liu, Amanda J. Able, Jason A. Able

**Keywords:** microRNAs, transcriptome, degradome, durum wheat, grain development, water deficit, heat stress, next-generation sequencing, cereal crop improvement

## Abstract

Crop reproduction is highly sensitive to water deficit and heat stress. The molecular networks of stress adaptation and grain development in tetraploid wheat (*Triticum turgidum durum*) are not well understood. Small RNAs (sRNAs) are important epigenetic regulators connecting the transcriptional and post-transcriptional regulatory networks. This study presents the first multi-omics analysis of the sRNAome, transcriptome, and degradome in *T. turgidum* developing grains, under single and combined water deficit and heat stress. We identified 690 microRNAs (miRNAs), with 84 being novel, from 118 sRNA libraries. Complete profiles of differentially expressed miRNAs (DEMs) specific to genotypes, stress types, and different reproductive time-points are provided. The first degradome sequencing report for developing durum grains discovered a significant number of new target genes regulated by miRNAs post-transcriptionally. Transcriptome sequencing profiled 53,146 *T. turgidum* genes, swith differentially expressed genes (DEGs) enriched in functional categories such as nutrient metabolism, cellular differentiation, transport, reproductive development, and hormone transduction pathways. miRNA–mRNA networks that affect grain characteristics such as starch synthesis and protein metabolism were constructed on the basis of integrated analysis of the three omics. This study provides a substantial amount of novel information on the post-transcriptional networks in *T. turgidum* grains, which will facilitate innovations for breeding programs aiming to improve crop resilience and grain quality.

## 1. Introduction

Durum wheat (*Triticum turgidum* L. *ssp. durum*) is the most economically important tetraploid wheat worldwide and is known for its extreme grain hardness, high protein content, and unique nutty flavor, making it suitable for food products like pasta [1,2]. Durum is mainly cultivated in rain-fed Mediterranean areas. Improvements in stress resilience, yield stability, and grain quality have been (and continue to be) priorities for breeding programs. The flowering and grain development processes of wheat are highly sensitive to water deficit and heat stress [3,4,5]. Upon stress, a range of physiological, molecular, and biochemical changes are induced. Examples include disrupted osmotic homeostasis, inhibited photosynthetic activities, changes in water uptake, and nutrient assimilation [3,6]. Such changes have a major impact on reproductive events such as fertilization, seed set, and grain fill, eventually affecting grain productivity, as well as quality parameters such as starch content, protein concentration, and bioactive compound concentrations [5,7]. The final impact on yield and quality may differ greatly depending on the timing, severity, and duration of stress, as well as the capability of a genotype to adapt. Moreover, water deficit and heat stress can occur independently or simultaneously under field conditions. The effects of single and combined stress could vary greatly depending on genotype [5,8]. Genotypic variation in crop performance is fundamentally underpinned by the regulatory molecular mechanisms and the possible synergistic interactions of multiple stresses [9,10]. In the era of omics technologies, knowledge-driven crop breeding now has the opportunity to generate multi-layered omics data to fully dissect such regulatory networks. The first high-quality genome of *T. turgidum* durum was released only recently [11], enabling us to harness novel information from next-generation sequencing (NGS) datasets with high accuracy and efficiency. Previous research had to either employ AABB genome sets from hexaploid wheat or perform de novo transcriptome assembly [12].

Small RNAs (sRNAs), mainly small interfering RNAs (siRNAs) and microRNAs (miRNAs), are endogenous noncoding RNAs that serve as ubiquitous epigenetic regulators [13]. sRNA-based biotechnology has emerged as one of the most powerful approaches for crop improvement [14,15]. Plant miRNAs play critical roles in modulating gene expression, by targeting sequence-specific mRNAs to induce cleavage or translation repression at the post-transcriptional level [13,15]. In crops, miRNAs have been found to regulate various biological processes, such as cellular metabolism, tissue differentiation, reproductive development, and adaptation to environmental stresses [16,17,18]. sRNA sequencing is a powerful tool for investigating conserved and novel miRNAs at the whole-genome scale [19,20,21,22,23], while degradome sequencing, the only high-throughput approach for verifying miRNA-guided mRNA cleavage sites on a genome-wide scale, has been used to validate a significant number of miRNA–target pairs in cereal crops such as hexaploid wheat, barley, rice, and maize [24,25,26,27]. Our previous report identified the mRNA degradome signatures in durum wheat flag-leaf tissue [28]. However, there has been no investigation of the *T. turgidum* miRNAome or degradome under water deficit and heat stress in developing grains. 

Here, we present the first multi-omics analysis of the sRNAome, transcriptome, and degradome in *T. turgidum* grains. We identified 606 conserved and 84 novel miRNAs at five grain developmental stages in the stress-tolerant and -sensitive genotypes. Due to the gene-silencing effect of miRNAs, the miRNA–target pairs are often antagonistically regulated (increased miRNA expression leading to reduced mRNA expression, and vice versa). Transcriptome sequencing was, therefore, used to globally capture the spatiotemporal expression patterns of mRNAs for integration with sRNA sequencing datasets and to collectively identify antagonistic expression patterns. Transcriptomic changes of 53,146 *T. turgidum* genes were described, with over 80,000 miRNA-induced mRNA cleavage sites identified via degradome sequencing. miRNA–mRNA regulatory networks related to grain development, stress adaptation, and nutrient metabolism were constructed on the basis of their annotated functions. Newly discovered DEMs (differentially expressed miRNAs) and DEGs (differentially expressed genes) involved in these networks provide new options for epi-breeding approaches aimed at improving crop resilience and grain quality. 

## 2. Results

### 2.1. Conserved and Novel miRNAs Revealed by sRNA Sequencing

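Small RNA was sequenced from developing grain of DBA Aurora, a stress-tolerant durum wheat, and L6, a stress-sensitive one. Control plants (CG) were kept at 22 °C by day and 12 °C by night. Water deficit (WS) meant a soil water content of 6%, heat (HS) meant 37 °C by day and 27 °C by night for 24 h, and WH combined both. Grain was taken at 5, 15, 25, 35 and 45 DPA (days post anthesis), with 3 replicate libraries per group, except for L6 under WS and WH at 45 DPA, which had 2 each. The authors trimmed the reads, identified miRNAs with the ACGT101-miR program and normalized the read counts of each library. The treatment text of the sample labels mentions flag leaf, whereas titles, source and paper give developing grain, which was followed. The normalized read counts are the values analysed here; the raw counts behind them were not used here. By the paper's Table S1, the libraries held 380818 to 46058515 clean reads (median 3120365). At 5, 15, 25, 35 and 45 DPA the median was 6129126, 4915603, 4010317, 1244181 and 1802891 clean reads in DBA Aurora and 5613415, 5696402, 3766320.0, 1513120.0 and 1596034 in L6. Differences were tested with limma, an empirical Bayes linear model with a mean trend and robust estimation, on log2(normalized count + 10). All libraries of a time point shared 1 fit, or all libraries of a genotype for comparisons between time points. A miRNA was tested when its value was above 0 in at least 3 of those libraries, and p-values were adjusted by the Benjamini-Hochberg method. A log2 fold change is not given against a group listed at 0 in every library.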

A total of 118 sRNA libraries were sequenced (Table S1), from developing grain samples collected from two genotypes (DBA Aurora, stress-tolerant; L6, stress-sensitive). Four treatment groups were included, CG (control group), WS (water deficit stress), HS (heat stress), and WH (water deficit stress plus heat stress). Samples were collected at five developmental time-points (5, 15, 25, 35, and 45 DPA (days post anthesis)). Table 1 provides a summary of the abbreviations used for sample names and library names used in the paper. Over 1.28 billion raw reads were generated, from which 459.71 million clean sRNA reads were obtained. 

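The table analysed here lists 680 entries under 664 miRNA names and 637 mature sequences, of which 596 entries are conserved and 84 are predicted. Mature sequences of 21 nt (264) and 24 nt (171) were the most frequent lengths, followed by 20 nt (65) and 22 nt (58). Only 22 names had a value above 0 in all 118 libraries. A further 251 names had a value in exactly 1 library, and for 243 of them this was replicate 2 of DBA Aurora under WS at 15 DPA, the most deeply sequenced library, with 646 names. Among the miRNAs with the highest values in young grain were tae-miR9662a-3p, at 11372 ± 2849.6 (SD, n = 3) normalized counts in DBA Aurora and 5142 ± 431 (SD, n = 3) in L6 under CG at 5 DPA, and osa-miR396e-5p, at 6239.7 ± 1504 (SD, n = 3) and 3982 ± 586 (SD, n = 3). The miR396 family is known to target growth-regulating factors. In old grain, ata-miR9863a-3p, a member of a family known to target Mla-like immune receptors of cereals, reached 4978 ± 1824 (SD, n = 3) in L6 under CG at 45 DPA.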

In total, 690 MIR–miRNA entries (considering both MIR gene origin and mature miRNA product) were identified (606 conserved and 84 novel), with conserved miRNAs from 52 MIR families registered in miRBase (Table S2).

The distribution of miRNAs across different biological groups is shown in Figure 1 and Figure S1. Many miRNAs showed expression specificity to genotype, stress treatment, or time-point. 

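Counting a miRNA as detected when all replicates of a group had a value above 0, grain of DBA Aurora under CG held 241 miRNAs at 5 DPA and 73 at 45 DPA, and grain of L6 held 228 and 63. At 5 DPA the other groups lay close together, between 226 (L6 under WS) and 254 (DBA Aurora under HS). tae-miR9678-3p, a miRNA known for a role in wheat seed germination, was listed at 0 in every CG library of both genotypes at 5 DPA and had 1 of the 10 highest means of either genotype under CG at 45 DPA. ata-miR396c-3p was listed at 0 in DBA Aurora under CG at 5 DPA and stood at 41.1 ± 0.992 (SD, n = 3) under HS. osa-miR398a, of a family known to target copper/zinc superoxide dismutases, had values in all 3 L6 libraries under CG at 5 DPA and in none under WS, HS or WH. Within groups of replicates, libraries with more clean reads than their group had more miRNAs detected (deviations of log10 clean reads and of the number detected, Pearson r = 0.897 and Spearman rho = 0.784 over 118 libraries, permutation p = 1e-05, the smallest the permutations can give; r = 0.887 without the 2 libraries farthest from the median depth).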

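In L6, 25 miRNAs were detected in 1 treatment only at 5 DPA, 47 at 15 DPA, 32 at 25 DPA, 31 at 35 DPA and 18 at 45 DPA. Under WH these were 7, 26, 14, 26 and 4 miRNAs, in the same order of time points. HS also had 7 at 5 DPA, WS had 21 at 15 DPA, and CG had 10 at 45 DPA. Of the miRNAs named here, PC-3p-16840_1845, a predicted miRNA, was listed at 0 in all 3 libraries of L6 under CG at 5 DPA, but stood at 41.7 ± 7.75 (SD, n = 3) under WS, 25.8 ± 1.73 under HS and 43.8 ± 5.05 under WH. A count of miRNAs detected in 1 treatment only depends on the depth of all 4 groups. Leaving out 1 library at a time gave 34 to 49 such miRNAs at 15 DPA and 23 to 74 at 35 DPA, the highest without replicate 2 of WH.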

When comparing across treatments at a time-point, there seemed to be more miRNAs exclusively expressed under WH in L6 (Figure 1b) at all time-points except for 45 DPA. 

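DBA Aurora had 20, 29, 24, 23 and 19 miRNAs detected in 1 treatment only at 5, 15, 25, 35 and 45 DPA. Single libraries moved 4 of these: leaving out 1 at a time gave 19 to 45 at 15 DPA, 22 to 39 at 25 DPA, 20 to 69 at 35 DPA and 19 to 40 at 45 DPA. HS held the most of these at 5 DPA (8, against 7 under WH and 5 under CG), WS at 15 DPA (19) and 45 DPA (9), CG at 25 DPA (15) and WH at 35 DPA (17). At 15 DPA the WS group contains the library with the most clean reads. Counting a miRNA as detected when any replicate has a value, 331 miRNAs were exclusive to WS at 15 DPA with this library and 5 without it. Among the detected miRNAs, osa-miR399d, of a family known to act in phosphate homeostasis, stood at 68.7 ± 15.8 (SD, n = 3) under CG at 15 DPA and was listed at 0 under HS and WH (adjusted p = 7.37e-05 and 2.21e-04, limma). It was again listed at 0 under HS and WH at 25 DPA, where it was 60.5 ± 36.5 (SD, n = 3) under CG.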

For DBA Aurora (Figure 1a), the highest number of exclusively expressed miRNAs was found under HS at 5 DPA, WS at 15 and 45 DPA, CG at 25 DPA, and WH at 35 DPA. When comparing across time-points within a treatment group (Figure S1), it was evident that there were higher numbers of miRNAs exclusively expressed at early to mid-stages of grain development (5–25 DPA), irrespective of treatment and genotype. 

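In DBA Aurora under CG, 36 miRNAs were detected at 5 DPA only, 2 at 15 DPA only, 7 at 25 DPA only, 1 at 35 DPA only and none at 45 DPA only. Under HS, 70 were detected at 5 DPA only and 23 at 15 DPA only, with none at the later time points. In L6, 39 were found at 5 DPA only under CG and 86 under HS, against at most 1 at 35 DPA only and 1 at 45 DPA only in any treatment. tae-MIR167c-p3, of the family known to target auxin response factors, and tae-miR9654b-3p_L+1_1ss20GT are examples of miRNAs listed at 0 in old grain: the latter stood at 4496 ± 282 (SD, n = 3) in DBA Aurora under CG at 5 DPA and at 0 at 45 DPA.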

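At 5 DPA, 219 miRNAs were detected in all 4 treatments in DBA Aurora and 197 in L6. The counts were 171 and 117 at 15 DPA, 67 and 120 at 25 DPA, 48 and 37 at 35 DPA, and 49 and 28 at 45 DPA. The low count of DBA Aurora at 25 DPA goes with 79 miRNAs detected under HS and 82 under WH, against 193 under CG and 188 under WS. miRNAs measured in all 4 treatments of both genotypes at 5 DPA include bdi-miR156b-5p, of the family known to target SPL transcription factors, at 117 ± 26.2 (SD, n = 3) normalized counts in DBA Aurora under CG and 48.3 ± 4.25 (SD, n = 3) in L6, and tae-miR164, of the family known to target NAC transcription factors, at 269 ± 20.9 and 242 ± 14.6. For L6 at 15 DPA the count of 117 rests on 1 library: without replicate 2 of HS it was 200.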

At all time-points (except for 25 DPA), DBA Aurora always had a higher number of miRNAs commonly expressed among four treatment groups when compared with L6 (Figure 1). 

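In DBA Aurora, 64 miRNAs were detected at all 5 time points under CG, 52 under WS, 40 under HS and 51 under WH. In L6 the counts were 34, 35 (58 without WS replicate 1 at 45 DPA, which leaves 1 library in that group), 43 and 38. Those present throughout include ata-miR9863a-3p and bdi-miR156b-5p, the latter at 95.5 ± 27.1 (SD, n = 3) normalized counts in DBA Aurora and 70.5 ± 5.52 (SD, n = 3) in L6 under CG at 45 DPA. A common floor was also applied, at which a value counts only from 90.3, the highest of the smallest non-zero values of any library. It left 37, 34, 25 and 34 miRNAs in DBA Aurora and 30, 30, 28 and 22 in L6.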

Similar results can be found in Figure S1, where DBA Aurora always had a higher number of miRNAs commonly expressed at all DPAs.

### 2.2. DEM (Differentially Expressed miRNAs) Dependent on Stress, Genotype, and Time-Point

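At 5 DPA in DBA Aurora, 44 miRNAs were higher and 32 lower under HS than under CG, 8 higher and 10 lower under WH, and 2 higher and 3 lower under WS (33 and 22 at an unadjusted p under 0.05). With libraries rescaled by the median of ratios, HS had 40 higher and 51 lower, WH 16 higher and 20 lower, and WS 1 higher and 5 lower. Under HS, 6 of 14 tested miR396 members rose and none fell by limma (7 rose when adjusted over the list alone; 0 fell at an unadjusted p under 0.05). Among them, ata-miR396c-5p had a log2 fold change of 1.05 (standard error 0.249, adjusted p = 0.00409) and osa-miR396e-5p one of 0.89 (standard error 0.187, adjusted p = 0.00244). ata-miR393-5p, of the family known to target auxin receptors, rose from 94.1 ± 53.4 (SD, n = 3) to 257 ± 31.9 (SD, n = 3) normalized counts (adjusted p = 0.00354). Of 55 tested members of the families of leaf polarity and development, 16 rose and none fell under HS (16 rose when adjusted over the list alone; 0 fell at an unadjusted p). Higher were also 4 of 18 in the auxin group (4) and 3 of 5 in miR444 (3), a family known to target MADS-box genes. tae-MIR1127a-p3_1ss1TA fell under HS, with a log2 fold change of -2.13 (standard error 0.252, adjusted p = 2.48e-06), and PC-5p-499_74272 fell under WH, with -2.42 (standard error 0.600, adjusted p = 0.0134). In the miR6300 family, 3 of 7 tested members rose under WH (3 adjusted over the list alone) and none fell (0 at an unadjusted p), while the median over the list was -0.78; gma-miR6300 went from 59.3 ± 9.37 (SD, n = 3) to 181 ± 41.2 (SD, n = 3). In the phosphate group (miR399 and miR827), 2 of 7 rose under WH (4 adjusted over the list alone). In each contrast of a single miRNA given here, no library of one group lay within the range of the other, which chance gives for 10% of miRNAs with 3 libraries against 3.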

To identify DEMs in response to different stresses, miRNA expression was analyzed across treatment groups at each time-point (Table S3). Heatmaps were generated to show significant DEMs with *p* < 0.05 (Figure 2 shows DEMs at 5 DPA, Figure S2 shows DEMs at 15–45 DPA). 

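In older grain of DBA Aurora, 14 miRNAs were higher and 63 lower under HS at 15 DPA, and 1 higher and 25 lower under WH. The balance under HS depends on the scale of the libraries: by the median of ratios there were 40 higher and 31 lower, against 1 and 24 under WH. Of 12 tested miR396 members, 6 fell under HS and none rose (6 fell when adjusted over the list alone; 0 rose at an unadjusted p by limma; 3 fell by the median of ratios), with ata-miR396c-5p at a log2 fold change of -1.84 (standard error 0.209, adjusted p = 1.47e-06). tae-miR9773, tae-MIR9659-p5 and tae-miR9665-3p_L+1 fell under HS by 1.48, 3.16 and 2.44 on the log2 scale (adjusted p = 1.29e-05, 5.01e-05 and 6.75e-07), whereas tae-miR9678-3p rose by 0.93 (adjusted p = 0.00913). At 25 DPA ttu-miR160, of a family known to target auxin response factors, fell under WH (log2 fold change -2.95 (standard error 0.535, adjusted p = 0.00155)), and all 3 tested miR399 members fell under HS (3 adjusted over the list alone). Later, bdi-MIR5064-p5 rose by 2.44 under WH at 35 DPA (adjusted p = 0.00449) and PC-3p-864_40563 by 4.05 under WS at 45 DPA (adjusted p = 3.10e-04). By the moderated F-test over the 3 stresses, 84 of 304 miRNAs passed at 5 DPA, 99 of 330 at 15 DPA, 41 of 286 at 25 DPA, 1 of 212 at 35 DPA and 6 of 138 at 45 DPA (131, 148, 83, 47 and 41 at an unadjusted p). Single libraries move the last 3 counts. At 25 DPA the count was 20 without replicate 3 of CG and 114 without replicate 3 of HS. It was 19 without replicate 3 of CG at 35 DPA, and 20 without replicate 3 of CG or of WS at 45 DPA.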

In DBA Aurora, 85 miRNAs showed significant differential expression (*p* < 0.05) across treatments at 5 DPA, 125 miRNAs at 15 DPA, 30 at 25 DPA, 17 at 35 DPA, and 42 at 45 DPA. 

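In L6 at 5 DPA, 71 miRNAs were higher and 16 lower under WH, against 28 higher and 25 lower under HS and 12 higher and 5 lower under WS. With libraries rescaled by the median of ratios, the counts were 31 higher and 29 lower under WH and 43 higher and 32 lower under HS, the other way round in total. osa-miR398a and osa-miR398a_L+1R-1 stood at 41.0 ± 4.33 (SD, n = 3) and 92.6 ± 3.11 (SD, n = 3) normalized counts under CG and were listed at 0 in all 9 stressed libraries (adjusted p under HS = 1.79e-04 and 8.79e-05). In the copper group (miR397, miR398, miR408 and miR528), to which they belong, 3 of 6 fell under HS and none rose (4 fell when adjusted over the list alone; 0 rose at an unadjusted p by limma), among them tae-miR408_L-1, from 70.0 ± 18.8 (SD, n = 3) to 29.3 ± 2.61 (SD, n = 3) (adjusted p = 0.00315). tae-MIR9665-p5_1ss24TC rose under WS, HS and WH, by 1.22, 0.93 and 2.02 (standard error 0.155, adjusted p at most 1.79e-04), and tae-miR9666a-3p rose most under WH, by 2.88 (adjusted p = 1.02e-06). tae-miR9774_L+1R+1 rose under WS (log2 fold change 3.02 (standard error 0.456, adjusted p = 6.90e-05)), and tae-MIR9662b-p5_1ss9CG fell under HS (-0.94 (standard error 0.120, adjusted p = 8.47e-06)). Under WH, 4 of 7 in the phosphate group rose (4 adjusted over the list alone), and 3 by the median of ratios, where osa-miR827 no longer passed. Among the families of leaf polarity and development, 19 of 55 rose (21) and none fell (2 at an unadjusted p), but with libraries rescaled by the median of ratios 6 rose and 3 fell. The F-test over the stresses passed 124, 61, 83, 17 and 15 miRNAs at 5, 15, 25, 35 and 45 DPA (150, 114, 117, 38 and 44 at an unadjusted p). The count at 15 DPA fell to 30 without replicate 1 or 2 of WH and rose to 97 without replicate 1 of HS. The count at 35 DPA ranged from 5, without replicate 1 of CG, to 34, without replicate 3 of WS. It was 47 at 25 DPA without replicate 2 or 3 of HS, and 24 at 45 DPA without replicate 2 of WS.

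**Figure D1:**
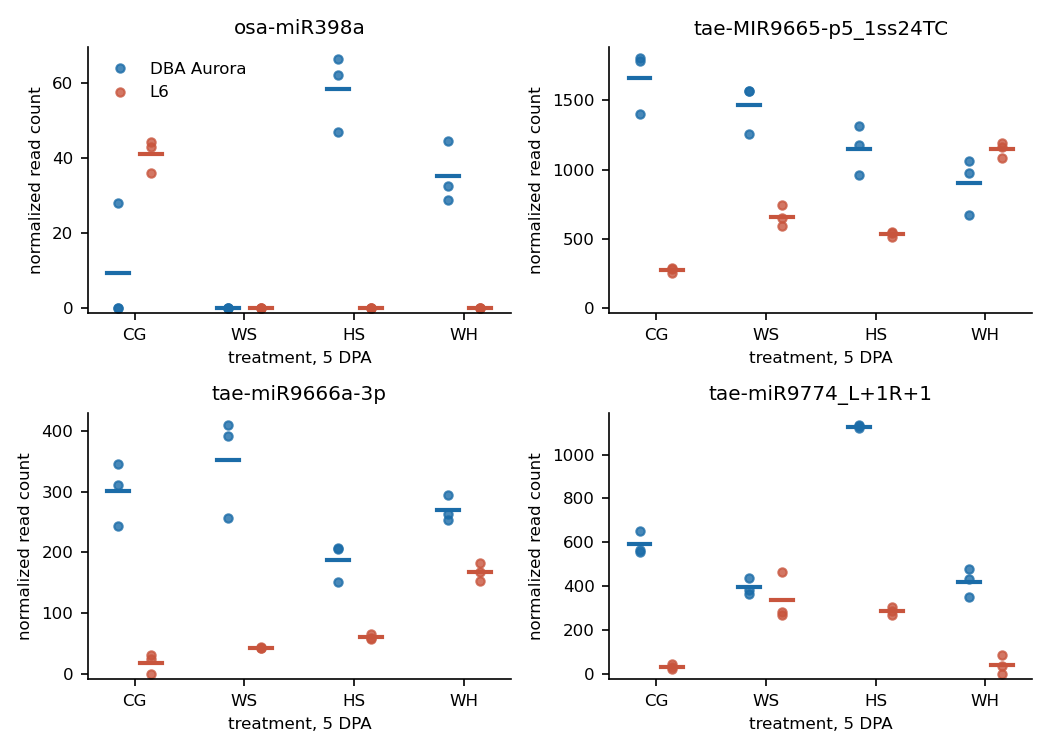
Normalized read counts of 4 miRNAs in grain at 5 DPA, 1 point per library and a bar at the mean, for DBA Aurora and L6 under CG, WS, HS and WH. osa-miR398a is at 0 in the 9 stressed L6 libraries, while tae-MIR9665-p5_1ss24TC goes down in DBA Aurora and up in L6 under WH.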

In L6, 139 miRNAs showed significant differential expression (*p* < 0.05) across treatments at 5DPA, 81 miRNAs at 15 DPA, 137 at 25 DPA, 35 at 35 DPA, and 16 at 45 DPA. 

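In L6 at 5 DPA, 4 miRNAs rose and 2 fell under all 3 stresses (limma). The 3 comparisons share the CG libraries, and in 100 simulated sets without any change no miRNA did so. Those sets hold no changed miRNA, so they do not tell how far real calls overlap through the shared controls. The 4 that rose include tae-MIR9665-p5_1ss24TC, tae-miR9666a-3p and PC-3p-16840_1845, and the 2 that fell are osa-miR398a and osa-miR398a_L+1R-1. By the median of ratios tae-miR9666a-3p no longer passed under WS (1.17, adjusted p = 0.0510). The 2 that fell are listed at 0 in every stressed library, so each has the same log2 fold change under all 3 stresses. By contrast, 72 of the 111 miRNAs that passed in any stress did so in 1 stress only, and 3 changed in opposite directions between stresses. In DBA Aurora 1 miRNA, ptc-miR6478_2ss5CT21GA, was lower under all 3 stresses at 5 DPA, from 56.8 ± 33.8 (SD, n = 3) to 0, a number that simulated sets without any change reach as well (at most 1), and 76 of 87 passed in 1 stress only. In L6 at 15 DPA, tae-MIR9672a-p5 was among 3 miRNAs that rose under every stress, by 2.30 under WS, 1.77 under HS and 1.82 under WH on the log2 scale. At 25 DPA in DBA Aurora, ata-miR9863a-3p rose under WS, HS and WH by 0.45, 0.50 and 0.60 (adjusted p = 0.0288, 0.00501 and 5.93e-04), and by the median of ratios only the rise under HS passed (0.39, 0.49 and 0.40, adjusted p = 0.961, 0.0338 and 0.0747). A distinct pattern was that of tae-miR9678-3p in L6, which fell under WS at 15 DPA (-2.73 (standard error 0.248, adjusted p = 7.42e-08)), rose under WS at 35 DPA (3.14 (standard error 0.401, adjusted p = 4.49e-06)) and fell under WH at 45 DPA (-3.89 (standard error 0.906, adjusted p = 0.00422)). PC-5p-7084_5089 rose under WH at 25 DPA (2.48, adjusted p = 1.31e-05). At 35 DPA tae-miR408_L-1 rose under WS (4.56, adjusted p = 3.61e-04), with 3 of 4 tested in the copper group higher (4 adjusted over the list alone). The L6 controls at 35 DPA had 43 miRNAs detected and the WS group 71, and 14 miRNAs rose under WS while 0 fell. Another split of these WS and CG libraries called 65, against the real 14. The fall of tae-miR9678-3p at 45 DPA rests on 2 libraries under WH.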

Some miRNAs exhibited the same responsive pattern to all three stresses, while some had a distinct responsive pattern to a specific stress type (Table S3).

To identify DEMs subject to genotype, miRNA expression was compared between two genotypes under each treatment (DBA Aurora vs. L6). 

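At 5 DPA under CG, 136 miRNAs were higher and 9 lower in DBA Aurora than in L6. The counts were 137 and 9 under WS, 156 and 21 under HS, and 91 and 18 under WH. All 4 treatments showed higher miR156/miR157 members in DBA Aurora, 6 of 8 tested in each and none lower (6 higher when adjusted over the list alone and 0 lower at an unadjusted p by limma, CG); this family is known to target SPL transcription factors. bdi-miR156b-5p was higher by 1.10, 1.49, 1.16 and 1.04 on the log2 scale under CG, WS, HS and WH (standard error 0.175, adjusted p at most 6.53e-05). tae-miR9654b-3p_L+1_1ss20GT was higher by 1.60 under CG (adjusted p = 1.38e-09) and PC-5p-1148_30697 by 2.09 under HS (adjusted p = 2.28e-10), or 0.93 and 1.31 by the median of ratios. tae-miR9774_L+1R+1 and tae-miR9666a-3p were higher under CG by 3.85 and 3.67, whereas osa-miR398a was lower by 1.71 (adjusted p = 0.00116). Dividing each library by its median of ratios changed the balance at 5 DPA to 59 higher and 44 lower under CG, 37 and 37 under WS, 69 and 56 under HS, and 54 and 47 under WH. Of the 8 miR156/miR157 members 6, 6, 5 and 6 were then higher in the same order, and bdi-miR156b-5p was higher by 0.52, 0.84, 0.45 and 0.68 (adjusted p at most 0.00534). In the miR9863 family, 8 of 10 were higher under CG (9 adjusted over the list alone) and none once rescaled; ata-miR9863a-3p under HS was 0.37 (adjusted p = 0.00952) and then -0.41 (adjusted p = 0.00195).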

Upregulated DEMs represent the miRNAs that had significantly higher expression in DBA Aurora when compared with L6; downregulated DEMs represent the miRNAs that had significantly lower expression in DBA Aurora when compared with L6 (Figure S3). 

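Over the 20 comparisons of a treatment at a time point, more miRNAs were higher than lower in DBA Aurora in 14. After 5 DPA the counts higher and lower were 39 and 6 under CG, 27 and 3 under WS, 21 and 21 under HS, and 45 and 46 under WH at 15 DPA, and by the median of ratios 34 and 12, 14 and 7, 38 and 17, and 23 and 66. At 45 DPA they were 7 and 2, 5 and 0, 2 and 0, and 27 and 4 in the same order (9 lower under WS and 7 under HS at an unadjusted p by limma). Named members of these lists at 5 DPA include tae-miR9662a-3p, higher by 1.12 under CG (adjusted p = 8.38e-06), and osa-miR827, of a family known to act in phosphate homeostasis, higher by 1.84 under WH (adjusted p = 2.11e-05). By the median of ratios these changes were 0.45 (adjusted p = 0.00230) and 1.47 (adjusted p = 1.37e-04). In the copper group under CG, 3 of 6 tested were lower in DBA Aurora and none higher (3 lower when adjusted over the list alone; 0 higher at an unadjusted p).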

In most cases, the number of DEMs that were more abundant in DBA Aurora was significantly greater than the number of DEMs that were less abundant in DBA Aurora, irrespective of the *p*-value used (0.01 or 0.05). 

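At 25 DPA, 12 miRNAs were higher and 9 lower in DBA Aurora under CG, 1 and 0 under WS (16 and 13 at an unadjusted p by limma), 14 and 8 under HS, and 20 and 62 under WH. At 35 DPA the counts were 33 and 4, 1 and 7, 1 and 8, and 5 and 9. The treatment by genotype interaction under WH at 25 DPA included ttu-miR160, with a log2 difference of -3.80 (standard error 0.756, adjusted p = 0.00438). At 35 DPA tae-miR9678-3p differed in its response to WS by -3.56 (standard error 0.568, adjusted p = 2.27e-04). Rescaled by the median of ratios, the counts at 25 DPA were 11 and 16 under CG, 2 and 4 under WS, 13 and 21 under HS, and 19 and 89 under WH. At 35 DPA they were then 20 and 5, 6 and 8, 1 and 10, and 3 and 10 in the same order. The median of ratios uses miRNAs with a value in every library, 65 at 25 DPA and 32 at 35 DPA, against 189 at 5 DPA. It is a weaker check at these times.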

A few exceptions were found under WH at 15–35 DPA, under the CG at 25 DPA, and under HS at 25 and 35 DPA. 

To identify DEMs subject to grain development time-points, miRNA expression was compared across five DPAs under each treatment (Table S4). 

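In DBA Aurora, values of most miRNAs fell between young and mature grain. Under CG, 205 and 13 miRNAs were lower and higher at 45 than at 5 DPA, or 183 and 18 by the median of ratios. Under WS, HS and WH the counts were 214 and 10, 229 and 16, and 218 and 19. Libraries at 45 DPA were also shallower. The share of the total outside the 10 most abundant miRNAs was 63.4% at 5 DPA and 33.9% at 45 DPA. How far depth and this share account for the lower values was not tested. osa-miR396e-5p fell from 6239.7 ± 1504 (SD, n = 3) to 198 ± 145 (SD, n = 3) under CG, a log2 fold change of -5.13 (standard error 0.492, adjusted p = 2.14e-12), with 12 of 14 tested miR396 members lower and none higher (12 lower when adjusted over the list alone; 0 higher at an unadjusted p). All 10 tested members of miR165/miR166, known to target HD-ZIP III transcription factors, were lower at 45 DPA (10 adjusted over the list alone), and so were 13 of 20 in the auxin group (13). The moderated F-test over the 5 time points passed 231 of 358 miRNAs under CG, 269 under WS, 282 under HS and 256 under WH.

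**Figure D2:**
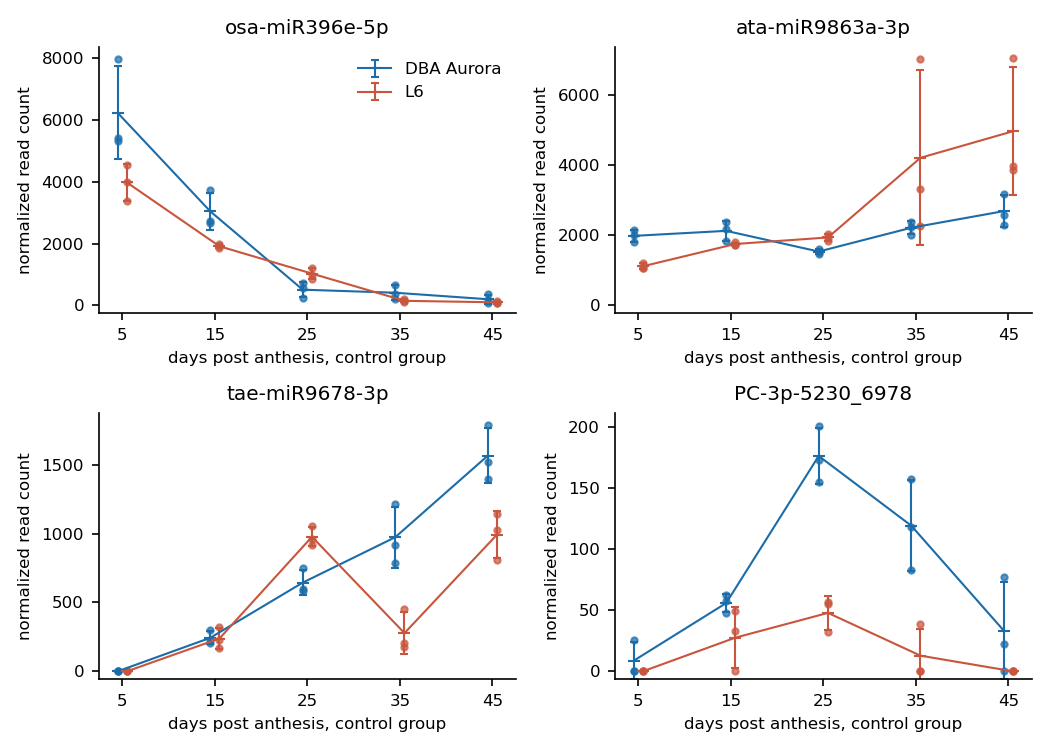
Normalized read counts of 4 miRNAs against days post anthesis in the control group, 1 point per library with the mean and SD of 3 libraries. osa-miR396e-5p falls in both genotypes, tae-miR9678-3p and, in L6, ata-miR9863a-3p are highest at 45 DPA, and PC-3p-5230_6978 is highest at 25 DPA.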

In DBA Aurora, 179 miRNAs showed significant differential expression (*p* < 0.05) across five time-points in the CG, 207 under WS, 176 under HS, and 143 under WH. In L6, 195 miRNAs showed significant differential expression (*p* < 0.05) across five time-points in the CG, 175 under WS, 149 under HS, and 208 under WH. 

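In L6, 273 of 340 tested miRNAs differed across the 5 time points under CG, 268 under WS, 253 under HS and 288 under WH by the same F-test. Here too osa-miR396e-5p fell, from 3982 ± 586 (SD, n = 3) at 5 DPA to 97.2 ± 48.1 (SD, n = 3) at 45 DPA under CG, a log2 fold change of -5.30 (standard error 0.395, adjusted p = 2.06e-15), and it was listed at 0 at 45 DPA under HS. Between 45 and 5 DPA, 197 and 22 miRNAs were lower and higher under CG, 200 and 16 under WS, 200 and 17 under HS, and 223 and 21 under WH. The families of leaf polarity and development followed, with 42 of 53 lower and 3 higher under CG (42 and 3 adjusted over the list alone). By the median of ratios, 206 miRNAs were lower and 18 higher under CG. The limits given for DBA Aurora hold here too: depth fell, and the share outside the 10 most abundant miRNAs went from 67.55% to 30.24%.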

The majority of these miRNAs had lower abundance in later DPAs, which is expected as the overall sRNA population tends to decline when grains reach maturity. However, some miRNAs did have significantly higher abundance during mid- to late grain development stages (Table S4). For example, in L6, the abundance of ata-miR9863a-3p peaked at 45 DPA in all treatment groups. 

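Among the miRNAs higher in mature grain, tae-miR9678-3p went from 0 in every CG library at 5 DPA to 1565 ± 201 (SD, n = 3) at 45 DPA in DBA Aurora and to 992 ± 168 (SD, n = 3) in L6 (adjusted p = 2.26e-27 and 8.19e-13, limma). The highest mean was at 15 DPA for 12.1% of the time-dependent miRNAs of DBA Aurora under CG and 27.5% of those of L6, at 25 DPA for 8.22% and 7.69%, and at 45 DPA for 3.90% and 9.89%. The paper attributes the lower abundance of most miRNAs in later grain to a decline of the small RNA population toward maturity.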

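ata-miR9863a-3p in L6 rose between 5 and 45 DPA under CG, from 1117 ± 90.6 (SD, n = 3) to 4978 ± 1824 (SD, n = 3) (log2 fold change 2.09 (standard error 0.276, adjusted p = 1.00e-08)), by 2.11 under WS, 2.41 under HS and 1.76 under WH (adjusted p at most 2.70e-06). Its mean at 35 DPA under CG was 4218 ± 2499.7 (SD, n = 3). In DBA Aurora the change under CG was 0.43 (adjusted p = 0.216), from 1986 ± 180.2 (SD, n = 3) to 2693 ± 455 (SD, n = 3). By the median of ratios it was 0.93 (adjusted p = 0.0120), against 1.67 in L6. The difference between the genotypes in this change was not tested.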

In both genotypes, the expression of a novel miRNA, PC-3p-5230_6978, peaked at 25 DPA in all treatment groups (except for the WH group in L6).

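PC-3p-5230_6978, a predicted miRNA, had its highest mean at 25 DPA in DBA Aurora under every treatment: 177 ± 23.3 (SD, n = 3) normalized counts under CG, 214 ± 73.0 under WS, 352 ± 153 under HS and 360.3 ± 35.0 under WH. In L6 the means at 25 DPA were 47.9 ± 13.8 (SD, n = 3), 63.4 ± 11.8, 83.3 ± 33.8 and 21.4 ± 7.90. Under WH in L6 the mean was higher at 15 DPA, at 50.8 ± 5.22 (SD, n = 3).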

### 2.3. Transcriptome Sequencing Identified DEGs (Differentially Expressed Genes) in Response to Different Types of Stress

We obtained over 677 million valid reads from eight transcriptome libraries constructed from 5 DPA samples (Table S1). 

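RNA of the 3 replicates of each group at 5 DPA was pooled into 1 transcriptome library per genotype and treatment, 8 in all. The authors aligned the reads with HISAT2 and computed FPKM per gene with StringTie; these values were analysed here, over 53146 genes. In the sample labels, the libraries titled WS and WH carry each other's treatment in a separate field; the titles were followed, which are the names the paper uses. With 1 library per group there is no replicate and no p-value of a gene was computed. A gene was taken as changed when its FPKM + 1 differed by at least 2-fold, among genes of at least 1 FPKM in either library, so each change below is a difference in size between 2 pooled libraries. Lists of genes fixed before the files were read were compared with 10000 random lists of the same size and expression. A list was outside the random range when its median log2 ratio lay in the outer 2.5% of theirs on either side. The lists by GO (Gene Ontology) term are terms the paper names as enriched in these same libraries, so they give its findings no independent support.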

A total of 53,146 genes and 123,292 transcript isoforms were identified, and their abundance level was normalized to the FPKM (fragments per kilobase million) standard. Figure S4 shows the abundance distribution of genes and transcripts in boxplots, with a five-number summary ordered from lowest to highest: minimum value, lower quartile, median value, upper quartile, and maximum value. 

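Between 45698 and 47862 genes had an FPKM above 0 in a library, and 29929 to 32371 reached 1 FPKM. Over all 53146 genes, those at 0 included, the median was 1.63 to 2.24 FPKM. Granule-bound starch synthase on chromosome 4A (TRITD_4Av1G243640), known to make amylose, stood at 278, 258, 169.6 and 198 FPKM in DBA Aurora and 366, 368, 364 and 401 in L6 under CG, WS, HS and WH.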

The median abundance of genes in the eight libraries ranged from 2.51 to 3.14 FPKM; the mean abundance ranged from 17.28 to 19.20 FPKM. The median abundance of transcripts in the eight libraries ranged from 0.64 to 0.76 FPKM; the mean abundance ranged from 9.69 to 10.66 FPKM.

To identify DEGs with stress-responsive patterns, gene expression was compared between the CG and each stress treatment group. 

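In DBA Aurora, heat changed more genes than water deficit: 1448 under HS (923 higher and 525 lower), 958 under WH (286 higher and 672 lower) and 570 under WS (75 higher and 495 lower). Of 28 small heat shock proteins, chaperones that hold unfolding proteins, 14 were higher under HS (median log2 ratio 1.06) and 13 under WH (0.94), while 5 were lower under WS (-0.48). The 23.2 kDa protein TRITD_2Av1G191220 stood at 3.33, 0.779, 109 and 93.5 FPKM under CG, WS, HS and WH, and dehydrin DHN3 (TRITD_6Av1G207530), of a family known to protect cells from drying, at 6.63, 1.93, 158 and 18.6. Among 42 LEA and dehydrin genes, 16 were higher under HS and 5 under WH. Under WS, wheatwin-1 (TRITD_3Av1G279150) went from 85.5 to 22.2 FPKM, and 8 of 36 chitinase and chitin-binding genes were lower with none higher; of 81 thionin and defensin genes 1 was higher and 1 lower. A polygalacturonase (TRITD_4Av1G258660), an enzyme of pectin breakdown, was at 36.5, 0.604, 0.695 and 0.389 FPKM. With each library centred on its median, HS had 607 higher and 840 lower; the median log2 ratio of all genes under HS was 0.175.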

In DBA Aurora, 289 genes showed significant differential expression (*p* < 0.05) in response to WS, 788 genes in response to HS, and 459 genes in response to WH (Table S5). 

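In L6, 2910 genes changed under HS (1713 higher and 1197 lower), 2797 under WH (1245 higher and 1552 lower) and 1041 under WS (356 higher and 685 lower). Small heat shock proteins were higher in 21 of 28 cases under HS (median log2 ratio 2.33) and 21 under WH (2.79); TRITD_2Av1G191220 reached 399 and 639 FPKM from 2.08. LEA and dehydrin genes were higher in 34 and 34 of 42, with medians of 2.12 and 1.92. Of 13 genes of the embryo, such as oleosins of oil bodies, 7 and 10 were higher; oleosin TRITD_5Bv1G112420 went from 18.6 to 96.0 and 159 FPKM. Genes of DNA replication were lower under WH, 24 of 46 (median -1.01), against 3 under HS (-0.64), and histones under HS, 68 of 204 (-0.78), against 20 under WH (-0.38). Cystatins, inhibitors of cysteine proteases, were lower in 14 and 13 of 25 cases under HS and WH; TRITD_2Av1G291400 was at 435 FPKM under CG, 98.3 under HS and 67.2 under WH. Under HS, 459 genes were higher in both genotypes, against 40.6 expected if independent, and 48 went in opposite directions. With libraries centred on their medians, WH in L6 had 1638 higher and 1083 lower; the median log2 ratio of all genes was -0.127.

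**Figure D3:**
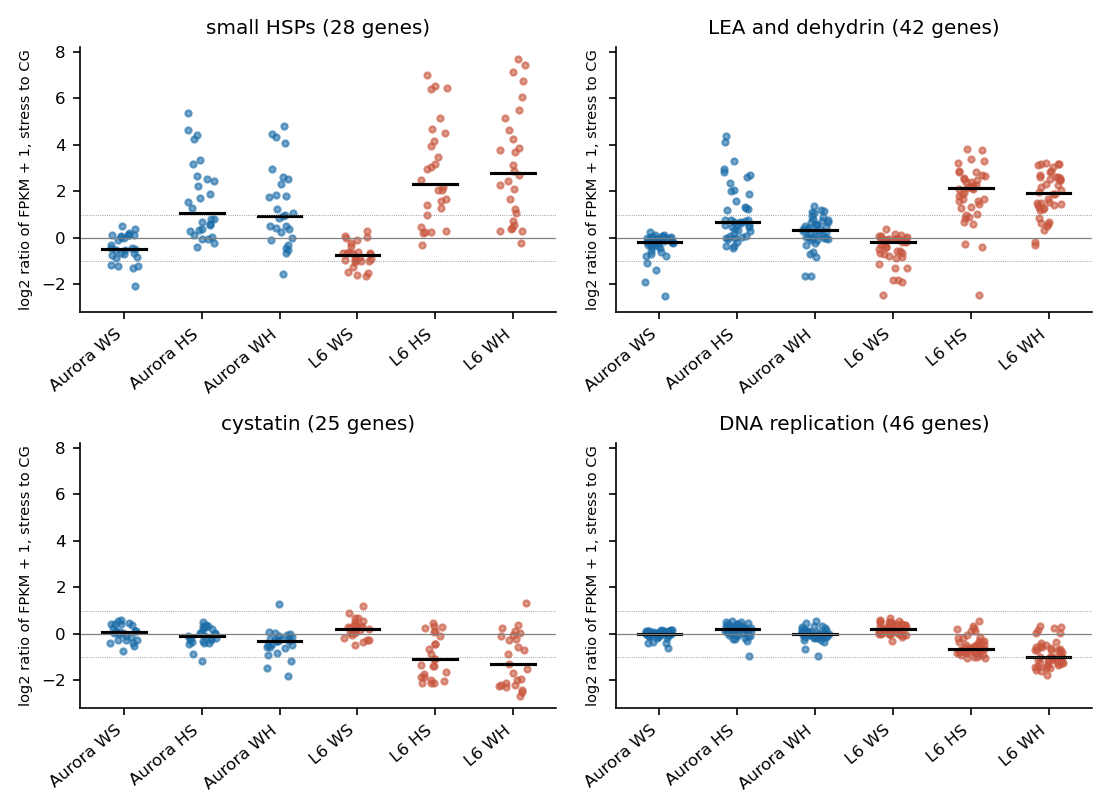
Log2 ratios of stress to control at 5 DPA, 1 point per gene, for small heat shock proteins, LEA and dehydrin genes, cystatins and DNA replication genes in DBA Aurora and L6 under WS, HS and WH. The black bar is the median and the dotted lines mark a 2-fold change.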

In L6, 495 genes showed significant differential expression (*p* < 0.05) in response to WS, 1673 genes in response to HS, and 1655 genes in response to WH (Table S5). 

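Heat stress transcription factors, which switch on chaperone genes, were higher in 6 and 8 of 32 cases in L6 under HS and WH, and in 3 and 1 in DBA Aurora; HSFC1b (TRITD_3Av1G184510) stood at 0.837 FPKM under CG and 9.26 under HS in DBA Aurora. Of 92 NAC genes, 9 were higher and 4 lower under HS in DBA Aurora, and 16 and 1 in L6; TRITD_5Bv1G090820 was at 4.89, 1.57, 17.7 and 1.44 FPKM in DBA Aurora. Under HS the counts higher and lower in DBA Aurora and in L6 were 3 and 1 against 6 and 3 of 149 MYB genes, 5 and 1 against 7 and 0 of 67 WRKY, 5 and 0 against 8 and 0 of 79 AP2/ERF, and 5 and 1 against 1 and 3 of 73 bHLH.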

Many of the genes with stress-responsive patterns are members of various transcription factor (TF) families (Table S5). 

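Genes of abscisic acid signalling, a hormone known to act in drying and dormancy, were higher in 9 of 152 cases under HS in DBA Aurora and 10 in L6, with 1 and 1 lower. Auxin genes had 6 higher and 1 lower of 134 in DBA Aurora and 6 higher and 2 lower in L6 under HS. Of 49 expansins, which loosen cell walls, 5 were higher in DBA Aurora under HS, and in L6 under WH 2 were higher and 7 lower. ACC oxidase (TRITD_1Av1G035120), of ethylene synthesis, was at 15.9, 3.62, 14.0 and 5.69 FPKM in DBA Aurora and 6.52, 1.20, 11.8 and 8.73 in L6 under CG, WS, HS and WH. Beta-amylase 3 (TRITD_1Bv1G132490), which releases maltose from starch, was at 5.15 under CG and 24.8 FPKM under HS in DBA Aurora.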

Other stress-responsive genes include hormone signaling regulators and key metabolic enzymes involved in grain development (Table S5).

Gene Ontology (GO) enrichment analysis provides further information on the functions of these stress-responsive DEGs (Figure 3). 

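Of 1418 genes annotated to the extracellular region, 5 higher and 40 lower were found under WS, 59 higher and 36 lower under HS and 14 higher and 65 lower under WH in DBA Aurora. In L6 the counts were 34 and 51, 132 and 99, and 95 and 129. Aquaporins, channels for water, had 8 higher and 1 lower of 42 under HS in DBA Aurora and 12 higher and 3 lower in L6; TIP3-1 (TRITD_1Av1G106730) was at 30.1 FPKM under CG and 135 under WH in L6.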

Some GO terms are common to both genotypes and across stresses (for example, extracellular), while some are specific to the stress-tolerant or -sensitive genotype. Under WS (Figure 3a), GO terms such as ethylene biosynthetic process and chitin binding were only significantly enriched in DBA Aurora, while cellulose catabolic processing and response to brassinosteroids were enriched in L6. 

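Under WS, ethylene biosynthesis genes were lower in 4 of 25 cases in DBA Aurora and 4 in L6, with none higher in either; their medians lay at percentile 38.0 and 1.38 of random lists. Chitin-binding genes were 0 and 8 of 43 higher and lower in DBA Aurora and 1 and 6 in L6. Cellulose catabolism had 0 and 0 of 22 in DBA Aurora and 5 and 2 in L6, and the brassinosteroid response had 0 and 0 of 56 and 0 and 8.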

Under HS (Figure 3b), the two genotypes shared GO terms including response to abscisic acid. DBA Aurora-specific terms included cellular responses to unfolded proteins and beta-amylase activity. Highly enriched L6-specific terms included cysteine-type endopeptidase inhibitor activity and regulation of cellular respiration. 

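Under HS, genes of the response to abscisic acid had 46 higher and 6 lower of 515 in DBA Aurora and 77 higher and 15 lower in L6. For the response to unfolded proteins the counts were 4 and 4 of 37 in DBA Aurora and 5 and 6 in L6. For beta-amylase activity they were 4 and 0 of 10 and 2 and 1. Cysteine-type endopeptidase inhibitors had 1 and 0 of 15 in DBA Aurora and 0 and 7 in L6 (median log2 ratio -0.89). Regulation of cellular respiration had 0 and 2 of 10 in DBA Aurora and 9 and 0 in L6 (1.49).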

Under WH (Figure 3c), the two genotypes shared terms such as response to hydrogen peroxide, while DBA Aurora-specific terms included cellular response to glucose stimulus and protease binding. 

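Under WH, water homeostasis genes had 5 higher and 3 lower of 55 in DBA Aurora and 17 higher and 1 lower in L6, and ion transmembrane transport had 5 and 3 of 68 and 17 and 1. Genes of the response to hydrogen peroxide had 8 and 5 of 117 in DBA Aurora and 15 and 7 in L6, those of the response to glucose 4 and 0 of 14 and 3 and 0, and those of protease binding 2 and 6 of 29 and 2 and 6.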

L6-specific terms included cellular water homeostasis and ion transmembrane transport. 

### 2.4. Genotype-Specific Changes in DEG Expression

To identify genotype-specific expression changes, DEGs were identified between the two genotypes under each treatment condition. 

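Between the genotypes at 5 DPA, 1154 genes differed under CG, 667 under WS, 2511 under HS and 2194 under WH. Under WH, small heat shock proteins were lower in DBA Aurora in 20 of 28 cases (median log2 ratio -2.11) and LEA and dehydrin genes in 32 of 42 (-1.97), with none higher in either list. DNA replication genes were higher in 21 of 46 (0.97). Under HS, 84 of 204 histones were higher and 5 lower; histone H2B.2 (TRITD_5Bv1G027380) was at 92.2 FPKM in DBA Aurora and 5.45 in L6. An alpha-gliadin (TRITD_6Av1G009340), a storage protein, was at 33.4 FPKM under CG in DBA Aurora and 976 in L6.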

In total, 537 genes showed significant differential expression between DBA Aurora and L6 in the control, 263 genes under WS, 1328 genes under HS, and 1246 under WH (Table S6). The functional annotation (GO terms and the KEGG pathway classification) of these genotype-specific DEGs is provided in Table S6. The volcano plots and bar charts show the DEGs that were upregulated (more abundant in DBA Aurora vs. L6) or downregulated (less abundant in DBA Aurora vs. L6) under each treatment (Figure S5). Regardless of stress treatment, the number of DEGs that were more abundant in L6 (downregulated) was always greater than the number of DEGs that were more abundant in DBA Aurora (upregulated) under all stress treatments. 

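The genes of at least 2-fold difference were 612 higher and 542 lower in DBA Aurora than in L6 under CG, 242 higher and 425 lower under WS, 1365 higher and 1146 lower under HS and 950 higher and 1244 lower under WH. With libraries centred on their medians the counts were 1051 higher and 1384 lower under HS and 744 higher and 1454 lower under WH; the median log2 ratio of all genes under HS was 0.105. Cystatins were among the genes higher in DBA Aurora under HS (12 of 25, none lower), and LEA and dehydrin genes among those lower (18 of 42, none higher).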

The genotypic pattern of DEGs was the opposite of the pattern observed for DEMs at 5 DPA (Figure S3), which is expected considering the miRNA-induced silencing effect on the mRNA population.

GO enrichment analysis was performed for genotype-specific DEGs (Figure S6). Under control conditions, significant GO terms with a high rich factor included NAD(P)H dehydrogenase complex assembly and anion transmembrane transport. 

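Between genotypes under WS, 0 and 0 of 13 genes of the response to osmotic stress were higher and lower in DBA Aurora, and 1 and 0 of 12 of histone H2B ubiquitination. Under HS the counts were 6 and 3 of 22 for negative regulation of cysteine-type endopeptidases and 3 and 0 of 15 for mitotic chromosome condensation.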

Under WS, significantly enriched terms of genotypic DEGs included cellular response to osmotic stress and histone H2B ubiquitination, while, under HS, negative regulation of cysteine-type endopeptidase activity and mitotic chromosome condensation terms were identified. Under WH, highly enriched terms included cysteine-type endopeptidase inhibitor activity, asparagine biosynthetic process, and cellular ion homeostasis. 

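Under WH, cysteine-type endopeptidase inhibitors had 6 higher and 1 lower of 15 in DBA Aurora, asparagine biosynthesis 4 and 5 of 19, and cellular ion homeostasis 0 and 8 of 17. Asparagine synthetase TRITD_5Bv1G097460, which stores nitrogen in asparagine, was at 12.5 FPKM in DBA Aurora and 54.5 in L6 under WH.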

### 2.5. SNP (Single-Nucleotide Polymorphisms) and AS (Alternative Splicing) Analysis 

We detected 59,165 to 64,669 exonic single-nucleotide variants (SNVs), and 1116 to 1264 exonic INDELs in each transcriptome library (Table S7). Exonic SNVs and INDELs were further annotated for their effects. In each library, there was a higher occurrence of synonymous SNVs than non-synonymous SNVs. Similarly, there was a higher occurrence of stop-gain SNVs than start-loss SNVs. For INDELs in each transcriptome library, there was a higher occurrence of frameshift deletions than frameshift insertions and a higher occurrence of non-frameshift deletions than non-frameshift insertions. There were 224,272 AS events identified in the eight transcriptome libraries, as shown in Figure S7. Total numbers of alternative transcription start sites (TSS) and alternative transcription termination sites (TTS) were the highest across the 12 AS types. For all AS events, it appears that single water deficit stress reduced AS occurrence (Figure S7). On the other hand, single heat stress induced the occurrence of AS events (Figure S7). 

### 2.6. Degradome Sequencing and miRNA-Regulated mRNAs with Stress-Responsive Profiles 

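The degradome libraries were made at 5 DPA from the same kind of pool, 1 per genotype and treatment. The authors found cleavage sites with CleaveLand and gave each site an RPM value, an alignment score and a category per library. As for the transcriptome, the WS and WH labels conflict and titles were followed. Sites are listed per transcript, so the same pairing can appear on several transcripts of a gene, each with its own reads. Counts of sites and reads per site below are therefore not counts per gene. The RPM of a library summed to 9.9938e+05 to 9.9993e+05 over the listed sites, so RPM is a share of the reads at listed sites only. Dividing each RPM by the smallest in its library recovered reads per site, 100% of them within 0.02 of a whole number, from 68671 reads in a library to 187079. Reads of a site in 2 libraries were compared by Fisher's exact test with Benjamini-Hochberg adjustment, a test added after the files were seen; it measures counting noise between pooled libraries and not variation between plants.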

Around 490.37 million raw reads were obtained from eight degradome libraries (Table S1). Of these, over 198 million reads were mapped to the reference genome (Table S1). The number of *T. turgidum durum* mRNA transcripts that could be matched in each library ranged from 144,872 to 154,448 (Table S1). Degradome signatures were further analyzed to identify mRNAs that were post-transcriptionally silenced by miRNAs as previously described [28,29]. 

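Between 707 and 842 sites per library were of category 0, or 2.15% to 3.68% of those with reads, and 36.4% to 52.7% were of category 4, with 1 read. Of the sites of category 0 in all 4 libraries with an Allen score up to 4, DBA Aurora had 99 in 42 genes. These sites were chosen after their values were seen. They include csi-miR160c-5p_R+2 on TRITD_1Av1G099460, with 745, 704, 522 and 272 reads under CG, WS, HS and WH, and ata-miR172c-3p on the AP2 gene TRITD_2Bv1G239830, with 140, 41, 377 and 118. By RPM, a share of the reads at listed sites, these sites were at 3981, 5734, 4003 and 3961, and at 748, 334, 2891 and 1718. miR172 is known to target AP2 genes of flower and spike development.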

The identified target genes of miRNAs were classified into five categories (0 to 4) as described previously [30,31], where category 0 represents mRNA targets with the highest confidence according to degradome signatures. The pairing information between miRNAs and their mRNA targets (paired and unpaired sites, complementary sequence) and the categorization of each mRNA target according to the degradomics in two genotypes can be found in Table S8. In DBA Aurora, 75,516 target transcript sites were identified with a significant differential pattern across four treatments (Table S8). In L6, 87,450 target transcript sites were identified (Table S8). 

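The tables analysed here hold 75475 sites in 15496 genes for DBA Aurora and 87420 in 17771 for L6. All are marked significant, with a p-value of at least 0.05 in 276 and 505. By name, 58101 and 67121 sites belong to a miRNA in the small RNA values, and 41090 and 47652 to one with a value at 5 DPA. Another 8608 and 9840 belong to 79 miRNAs with a value only in replicate 2 of DBA Aurora under WS at 15 DPA. Over the 4 libraries of a genotype, 41511 and 51371 sites had at most 2 reads. The miRNAs with sites include tae-miR164 on NAC7 (TRITD_7Av1G247310), with 45, 43, 91 and 102 reads in L6 under CG, WS, HS and WH. By RPM, a share of the reads at listed sites, the site was at 344, 261, 1037 and 586, highest under HS.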

To analyze miRNA-regulated mRNA targets with stress-responsive profiles, the expression levels of mRNA degradome tags were further analyzed with the GO annotation and KEGG pathway for targets with a stress-responsive degradation pattern (Table S9). 

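By the read test, 1839 of 42887 sites differed under WS in DBA Aurora, 4012 of 41958 under HS and 1200 of 39531 under WH. The ata-miR172c-3p site of TRITD_2Bv1G239830 rose under HS, from 140 to 377 reads (log2 ratio of the shares 1.96, adjusted p = 1.44e-45, exact test). A site of bdi-miR156h-3p on a 16.9 kDa heat shock protein (TRITD_3Bv1G012590), chosen after its values were seen, had 4, 4, 159 and 68 reads, and its mRNA 66.0, 42.0, 597 and 519.7 FPKM. In these libraries 1 read stood for 5.34, 8.14, 7.67 and 14.6 RPM under CG, WS, HS and WH.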

In DBA Aurora, 42,464 mRNA targets showed a differential degradation pattern in response to WS; under HS, there were 41,621 targets; under WH, there were 38,634 targets. 

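In L6 the read test passed 1238 of 48402 sites under WS and 2671 of 44373 under WH; under HS, 646 of 41736 sites passed it with a higher share than in the control and 376 with a lower one. The site of tae-miR9662a-3p on MTERF8 (TRITD_6Bv1G004560), of a family known to act in organelle gene expression, rose under WS from 29 to 229 reads (log2 ratio of the shares 2.64, adjusted p = 1.69e-27, exact test). The bdi-miR156h-3p site of TRITD_3Bv1G012590 had 29, 27, 142 and 425 reads under CG, WS, HS and WH, where 1 read stood for 7.65, 6.08, 11.4 and 5.75 RPM. Its mRNA rose as well under HS and WH, with 74.4, 37.0, 1352 and 1898 FPKM.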

In L6, 47,557 mRNA targets showed differential degradation pattern in response to WS; under HS, there were 39,654 targets; under WH, there were 42,603 targets. To analyze miRNA-regulated mRNA targets with genotypic patterns, the expression levels of mRNA degradome tags were further analyzed between the two genotypes including with GO annotation and KEGG pathway for targets with a genotypic degradation pattern (Table S10). Under CG conditions, 44,863 targets showed a differential degradation pattern between DBA Aurora and L6; under WS, 45,485 targets showed a differential degradation pattern; under HS there were 35,484 targets; under WH, 35,558 targets showed a genotypic degradation pattern. 

### 2.7. Multi-Omics Analysis: Stress-Responsive and Genotype-Dependent miRNA–mRNA Modules 

Multi-omics analysis was performed using three types of sequencing datasets as previously described [28], to identify significant miRNA–mRNA pairs with antagonistic patterns via three steps. First, all validated miRNA–target pairs were identified on the basis of three types of sequencing data, where miRNA candidates were confirmed by sRNA sequencing, mRNA candidates were confirmed by transcriptome sequencing, and miRNA–mRNA target pairing was confirmed by degradomics. Second, from all these validated miRNA–target pairs, those with significant differential expression patterns were identified (i.e., both the miRNA and the mRNA target in the pair had to exhibit significant differential expression at *p* < 0.05, subject to the stress treatment or the genotype factor). Third, from these significant miRNA–mRNA pairs, according to the gene-silencing effect of miRNAs, the pairs with antagonistic patterns were identified, where the miRNA and the corresponding target mRNA showed an opposite regulatory pattern (i.e., significantly downregulated miRNA expression had to match significantly upregulated mRNA target expression, or significantly upregulated miRNA expression had to match significantly downregulated mRNA target expression). 

With this method, in DBA Aurora, 12 miRNA–mRNA pairs showed significant antagonistic regulatory patterns in response to WS, while there were 48 miRNA–mRNA pairs for HS and 20 miRNA–mRNA pairs for WH (Table S11, showed a differential degradation pattern). In L6, 41 miRNA–mRNA pairs showed significant antagonistic regulatory patterns in response to WS, while there were 107 miRNA–mRNA pairs for HS and 190 miRNA–mRNA pairs for WH (Table S11, showed a differential degradation pattern). 

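For the pairs of the paper's Table S11, the gene-level FPKM changed with the sign listed there in 9 of 12 pairs under WS, 40 of 48 under HS and 19 of 20 under WH in DBA Aurora, and in 27 of 41, 102 of 107 and 176 of 190 in L6. The paper kept pairs for opposite changes in these same libraries, so matching signs give its pairs no independent support. Over all 418 pairs, the gene changed 2-fold with that sign in 267, the miRNA passed the adjusted threshold with the listed sign in 273, and the site had 1 or 2 reads in 211. Taking all sites of category 0 to 2 whose miRNA passed and whose gene changed, 22 of 60 pairs were opposite in sign under HS in DBA Aurora and 63 of 118 in L6 (permutation p = 0.156 and 0.740). Under WH in L6 it was 70 of 126, or 55.6%, against 45.1% with miRNA signs permuted (permutation p = 0.0183). This share did not pass with categories 0 to 4 (49.8%, permutation p = 0.107), category 0 (42.9%, permutation p = 1), a 1.5-fold rule (60.8%, permutation p = 0.113) or, chosen after the results were seen, miRNAs rescaled by the median of ratios (58.5%, permutation p = 0.145). Rescaled, the share under HS in DBA Aurora lay below that with signs permuted (31.4% against 50.2%, permutation p = 0.00550).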

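Class III peroxidases, which act on hydrogen peroxide in the cell wall, had 2 higher and 6 lower of 102 under WH in DBA Aurora and 11 higher and 10 lower in L6. Of 14 superoxide dismutase genes 1 was higher under HS in each genotype, the copper chaperone TRITD_2Bv1G197390, at 7.60 and 21.0 FPKM in DBA Aurora and 8.33 and 28.9 in L6 under CG and HS.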

Many stress-responsive genes encode proteins with critical functions in stress signaling and nutrient accumulation, such as transcription factor (TF) families NAC and MYB, peroxidases, superoxide dismutases (SODs), beta-amylases, and CBL-interacting protein kinases, with their specific functions listed in Table S11 under different stress conditions. GO enrichment analysis of these miRNA–mRNA modules revealed their biological functions under various stresses in two genotypes (Figure 4). Many of these enriched GO terms were genotype-specific. For example, under WH (Figure 4c), GO terms like auxin polar transport and chitin binding were only significantly enriched in DBA Aurora, while methionine synthase activity and oxylipin metabolic process were enriched in L6. 

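Under WH over all measured genes, auxin polar transport had 1 higher and 1 lower of 63 in DBA Aurora and 0 higher and 3 lower in L6. Chitin binding had 0 and 4 of 43 and 10 and 2, and oxylipin metabolism 0 and 0 of 8 and 5 and 0.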

Chitin-binding related proteins are known to generally play key roles in plant defense response, with contributions toward growth regulation, as well as abiotic stress adaptation, as shown previously where chitin-binding proteins exhibited responsive patterns to certain abiotic stresses [32,33]. Here, it was interesting that the GO term chitin binding was only enriched in the stress-tolerant genotype under WH, possibly playing a role in a genotype-specific stress response; its specific functional contribution in durum wheat, however, remains unexplored.

Table S12 shows the miRNA–mRNA pairs with genotype-dependent expression patterns under each treatment condition. Under the control condition, 69 miRNA–mRNA pairs showed antagonistic expression patterns between DBA Aurora and L6; of these, 20 pairs had higher mRNA target expression in DBA Aurora vs. L6, and 49 pairs had lower mRNA target expression in DBA Aurora. Under WS, 50 miRNA–mRNA pairs showed antagonistic expression patterns between DBA Aurora and L6; of these, 15 pairs had higher mRNA target expression in DBA Aurora vs. L6, and 35 pairs had lower mRNA target expression in DBA Aurora. Under HS, 203 miRNA–mRNA pairs showed antagonistic expression patterns between DBA Aurora and L6; of these, three pairs had higher mRNA target expression in DBA Aurora vs. L6, and 200 pairs had lower mRNA target expression in DBA Aurora. Under WH, 131 miRNA–mRNA pairs showed antagonistic expression patterns between DBA Aurora and L6; of these, 11 pairs had higher mRNA target expression in DBA Aurora vs. L6, and 120 pairs had lower mRNA target expression in DBA Aurora. It is worth noting that there were always more miRNA–mRNA pairs where mRNA expression was lower in DBA Aurora compared with L6 under all treatment conditions. 

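For the paper's Table S12, the FPKM of the gene differed with the sign listed in 50 of 69 pairs under CG, 39 of 50 under WS, 172 of 203 under HS and 105 of 131 under WH. These pairs too were kept for their signs in the same libraries. Among pairs taken from all sites of category 0 to 2, 159 under HS had the miRNA higher and the gene lower in DBA Aurora and 0 the reverse. In all, 63.3% of 251 pairs were opposite, against 65.3% with signs permuted (permutation p = 0.236); under WH it was 71.3% against 70.4% (permutation p = 0.842). With miRNAs rescaled by the median of ratios, chosen after the results were seen, these were 80 and 7 under HS, 59.2% of 147 pairs against 58.7% (permutation p = 0.933), and 62.2% against 58.8% under WH (permutation p = 0.600). Before rescaling, most miRNAs past the threshold were higher in DBA Aurora: 156 higher and 21 lower under HS, and 91 and 18 under WH. Permuting signs that are mostly the same can move a share only little, so the comparisons without rescaling decide little. The paper relates the opposite genotypic patterns of genes and miRNAs to silencing of mRNA by miRNAs.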

The classification of KEGG pathways associated with these miRNA–mRNA modules revealed their biological roles under each treatment condition (Figure S8). 

### 2.8. qPCR Analysis of DEMs and DEGs

Nine stress-responsive miRNAs and 15 stress-responsive targets were selected for qPCR analysis, according to miRNA-guided mRNA cleavage signatures validated by degradome sequencing. Genotypic patterns were observed for some of the expression profiles (Figure 5 and Figure 6). For example, osa-miR827 was significantly upregulated in DBA Aurora under all stresses but had no significant change in L6 (Figure 5). Stress-responsive miRNAs and their targets sometimes exhibited antagonistic patterns, subject to genotype and stress type. For example, in L6, tae-MIR9662b-p5_1ss9CG was downregulated in response to all stress treatments (Figure 5), and its target transcription factor bHLH47 was upregulated correspondingly under HS and WH (Figure 6). As observed in previous studies [21,34], miRNA–target expression does not always exhibit a negative correlation, as one miRNA can regulate multiple mRNAs simultaneously and one mRNA is often targeted by several miRNAs. The variation in miRNA and mRNA expression (represented as the standard deviation in figures) is not uncommon [20,35] and would have originated from the expression difference across the biological replicates used. Target t-plots (Figure S9) showed the mRNA cleavage sites within target genes silenced by miRNAs under stress.

## 3. Discussion

### 3.1. Functional Roles of T. turgidum miRNA–mRNA Modules at Different Stages of Grain Development

Rapid development of NGS techniques has led to the discovery of many conserved and novel miRNA families related to grain development in cereal crops such as bread wheat, maize, rice, and barley [36,37,38,39]. A previous study in durum also focused on miRNAs related to nitrogen starvation during grain fill, with pooled samples from root, leaf, flag leaf, and spike tissues [21]. To date, however, no research has focused on the systematic profiling of the miRNAome in *T. turgidum* developing grains at different reproductive stages. Compared with the hexaploid wheat genome (AABBDD, ~16 Gb), the *T. turgidum* genome is smaller (AABB, ~10.45 Gb), yet still considerably larger than many other cereals such as rice (~400 Mb) and maize (2.4 Gb). The size of *Triticum* genomes, therefore, poses significant challenges in the mining of NGS datasets. With our in-depth bioinformatics analysis, we successfully identified a significantly higher number of miRNA members (690 in total, of which 84 are novel), compared with previous studies in tetraploid wheat using the NGS approach. This has enabled us to fully explore the functions of conserved and novel miRNAs related to *T. turgidum* grain development.

Compared with previous research in *T. turgidum* leaf tissue [28], contrasting trends were observed between the leaf and grain miRNA populations. For grain miRNAs, DBA Aurora had a higher number of miRNAs commonly expressed in all treatment groups than that in L6 (Figure 1a,b). DBA Aurora also had a higher number of grain miRNAs commonly expressed across developmental time-points (Figure S1a,b). However, an opposite pattern was found in the leaves [28]. In the flag leaf, it was DBA Aurora that always had a lower number of commonly expressed miRNAs. These results suggest that, in the stress-tolerant genotype, the leaf miRNA population had higher expression specificity, but the grain miRNA population had lower expression specificity. A similar contrasting trend was also observed for miRNA expression level. In the grains, there were a higher number of miRNAs that had significantly higher expression in DBA Aurora vs. L6 (Figure S3). However, in the leaf, there were more miRNAs that had significantly lower expression in DBA Aurora vs. L6. Considering the different biological significance of the leaf and the developing grains, such contrasting miRNA patterns of miRNAs could be due to the different roles they play in wheat growth and development. Leaf is the major photosynthetic organ, while the most significant biological processes are related to nutrient accumulation in the grain [40,41]. A closer look into the functions of the miRNAs with contrasting expression patterns could provide more insight to their biological meaning. For example, mdm-miR397a_1ss21AT only showed significantly lower expression in the leaf tissue of DBA Aurora compared with L6, with no significant difference found in the grains. mdm-miR397a_1ss21AT targets several thylakoid lumenal proteins in the chloroplast, which serve essential roles for photosystem assembly [42]. 

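In grain, mdm-miR397a_1ss21AT had a value above 0 in 1 of 118 libraries, of DBA Aurora under WS at 15 DPA, and so was in no test; leaf was not analysed here.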

Lower expression of mdm-miR397a_1ss21AT in DBA Aurora allowed for a higher expression of the thylakoid lumenal gene expression, which could contribute to environmental stress adaptation via protection of the photosystem [43,44]. Future research could further investigate the tissue-specific patterns of these miRNAs along with the functions of their target genes to elucidate their biological significance in wheat development and stress adaptation.

To look into the specific functions of grain miRNAs at different developmental stages, the expression dynamics of grain miRNAs were summarized into six major categories on the basis of the expression changes of miRNAs across five developmental time-points (Table S4). In two genotypes, miRNAs with a descending pattern (abundance decreased from 5 DPA to 45 DPA) had the highest percentage (ranging from 26.17% to 55.56%). In L6, miRNAs where the abundance peaked at 15 DPA had the second highest percentage. In DBA Aurora, the miRNA group with the second highest percentage had either its abundance peaking at 15 DPA or 25 DPA. miRNA groups with the lowest percentages were those with an ascending pattern (where abundance increased from 5 DPA to 45 DPA) or those with abundance peaking at 35 DPA (Table S4). 

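Of the time-dependent miRNAs, those whose mean did not rise at any step from 5 to 45 DPA made up 53.7, 53.9, 54.6 and 51.2% in DBA Aurora and 37.7, 37.3, 39.1 and 33.7% in L6 under CG, WS, HS and WH. Those with the highest mean at 15 DPA made up 12.1, 23.8, 13.1 and 10.9% in DBA Aurora, and those at 25 DPA 8.22, 5.58, 11.3 and 15.6%.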

Combined with the functional target information from degradome sequencing, more insight could be provided into the regulatory roles of these miRNAs with varying developmental patterns. Durum miRNAs with higher abundance at early grain development time-points seem to function mainly in cell differentiation, cell division, and hormone transduction processes that regulate embryo development and seed set (thus affecting grain number). miRNA modules with higher expression at mid to late grain development stages are involved in nutrient metabolism and transport (e.g., starch biosynthesis, nitrogen transport, and bioactive compound accumulation), which is crucial to the grain filling process (thus affecting grain size and grain quality characteristics). For example, tae-MIR167c-p3 was only detected from 5 DPA to 25 DPA in both genotypes, with the highest abundance at 5 DPA (Table S4). 

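tae-MIR167c-p3 stood at 50.9 ± 8.46 (SD, n = 3) normalized counts in DBA Aurora and 39.0 ± 0.198 (SD, n = 3) in L6 under CG at 5 DPA, at 77.9 and 36.3 under HS, and was listed at 0 in all libraries at 35 and 45 DPA. The paper proposes that miRNAs abundant early act mainly in cell division, differentiation and hormone signalling, and states that modules higher later take part in nutrient metabolism and transport.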

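The kinesin TRITD_6Av1G153400, a motor protein of microtubules, was at 5.60, 3.78, 6.71 and 5.67 FPKM in DBA Aurora and 5.35, 5.07, 7.03 and 4.70 in L6 under CG, WS, HS and WH. Its tae-MIR167c-p3 site had 1 read, in DBA Aurora under WH, with an Allen score of 11. Of 94 kinesins, 12 were lower under WH in L6 and none higher.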

A newly discovered target of tae-MIR167c-p3 is a kinesin-like protein (TRITD6Av1G153400). Kinesins are microtubule-based motor proteins that are ubiquitous in all eukaryotes. Plant kinesins have direct regulatory functions in many essential cellular processes such as cell division, vesicle transport, chromosomal segregation, and cell shape determination [45,46]. The importance of the kinesin superfamily in seed formation has been demonstrated in several studies. In *Arabidopsis*, loss of a kinesin gene resulted in embryo malformation, seed abnormalities, and high abortion rates [47]. In rice, a kinesin-like protein regulates cell elongation to control grain shape and grain length, through its effects on gene expression involved in gibberellic acid synthesis [48]. The miR167–kinesin module could serve a similar role in tetraploid wheat during early reproductive stages. Further research can aim to characterize the spatiotemporal expression patterns of miR167 and kinesin genes in various young reproductive tissues, at different stages of embryonic and post-embryonic development.

### 3.2. Stress-Responsive miRNA–mRNA Modules Contribute to Stable Grain Development and Grain Quality Characteristic under Different Stresses

Grain development is one of the most critical stages which ultimately impacts the final yield obtained in cereal crops. However, this process is highly sensitive to high temperatures and declining soil water availability, which has a high occurrence in wheat-growing regions [5,49]. Our previous study demonstrated that different durum genotypes had significantly varied genotypic responses to water deficit and heat stress during reproduction [5]. Of the many genotypes studied, we demonstrated that several had a significantly higher reduction in grain number and spike fertility, while other genotypes showed high stability in fertility-related traits. Moreover, the grain quality traits (protein content, starch content, yellow pigmentation) of certain genotypes were not affected by stress [5]. The level of some beneficial bioactive compounds (e.g., phenolics) in the grains could even be induced under stress, subject to the genotype and stress type under investigation [5,7]. Such genotypic variation in yield and grain quality performance indicates that the studied durum germplasm harbors the genetic diversity that can provide resources for improving stress resilience and grain quality. Working toward this goal, we identified the stress-responsive miRNA–mRNA modules contributing to embryonic development, cellular redox homeostasis, hormone signaling, and nutrient metabolism, with examples shown in Figure 7. The construction of the miRNA–mRNA networks related to various grain nutrient components provides further information on the most promising candidates that can be considered for epi-breeding (Figure 8 and Figure S10).

Starch is the main component of the wheat endosperm, usually accounting for 55–70% of the grain weight. Starch accumulation during grain filling is the major source of grain nutrient deposition but is greatly influenced by environmental factors. In both DBA Aurora and L6, the total starch content in grain significantly decreased under water deficit and heat stress compared to the control, but with higher values observed in DBA Aurora [5]. The reduction in grain starch content is directly caused by a decrease in the expression and activity of starch synthesis-related proteins. Our research showed that many stress-responsive miRNA–mRNA modules played a part in carbohydrate metabolism, possibly contributing to a relatively stable rate of starch accumulation under water deficit and heat stress (Figure S10a). 

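Starch synthesis genes were lower in 2 and 2 of 42 cases under HS and WH in DBA Aurora and in 6 and 12 in L6, with none higher. Under WS, 0 were higher in DBA Aurora and 3 in L6. Starch synthase IIa on 7A (TRITD_7Av1G061960), which elongates amylopectin chains, was at 114, 111, 59.5 and 51.3 FPKM in DBA Aurora and 102, 152, 41.2 and 34.2 in L6. Sugar transport and invertase genes had 4 higher and 1 lower of 59 under HS in DBA Aurora and 11 higher and 2 lower in L6.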

Examples include protein-coding genes such as starch synthase, glucosidase, glucan exohydrolase, amylase inhibitor, amylase, fructosyltransferase, sucrose-phosphate synthase, glucanase, and sucrose synthase. The miRNAs involved in the carbohydrate network include many conserved miRNA family members, such as tae-MIR164-p3, ata-miR166d-5p, ata-miR167b-3p, ata-miR393-5p, bdi-miR394, gma-miR6300, osa-miR396e-5p, and tae-miR408_L-1. 

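Of these miRNAs at 5 DPA, bdi-miR394 rose under HS in DBA Aurora (log2 fold change 1.16, adjusted p = 0.00205), and in L6 ata-miR166d-5p fell under HS (-1.39, adjusted p = 0.0426) and ata-miR167b-3p rose under WH (0.65, adjusted p = 0.00613; 0.31 and 0.0442 by the median of ratios). For ata-miR166d-5p, 2 of the 3 HS libraries lay below all CG libraries. gma-miR6300 rose under WH by 1.45 in DBA Aurora and 0.62 in L6 (adjusted p = 3.88e-05 and 0.0284; interaction adjusted p = 0.0782). By the median of ratios the rise in L6 no longer passed, at 0.31 (adjusted p = 0.288), against 1.35 in DBA Aurora (adjusted p = 6.42e-05).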

Further investigation of the genotypic expression pattern of these miRNA–mRNA modules provided more insight into how they could contribute to the superior grain quality in the stress-tolerant genotype. For example, osa-miR5077_L-1_1ss5GA targets a *GBSSI* (granule-bound starch synthase I) gene. Under water deficit stress, this miRNA had a 2.53-fold lower expression in DBA Aurora compared with L6 (Table S12). 

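At 5 DPA under WS, osa-miR5077_L-1_1ss5GA was lower in DBA Aurora than in L6, with a log2 fold change of -1.98 (standard error 0.518, adjusted p = 0.00326). Its sites on 5 transcripts of TRITD_4Av1G243640 had an Allen score of 7, each with at most 9 reads in a library. In L6 under WS these sites had 9, 0, 6, 4 and 3 reads. The gene-level log2 ratio of FPKM + 1 between genotypes was -0.51 under WS and -0.39 under CG; transcripts of the gene were not analysed apart here.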

Correspondingly, the target *GBSSI* expression was 6.74-fold higher in DBA Aurora compared with L6 (Table S12). In wheat species, grain starch is a mixture of the two major types of polysaccharides—amylose and amylopectin (ratio ~1:3). GBSSI is mainly responsible for amylose synthesis in storage tissues, but it also plays a role in the biosynthesis of extra-long unit chains in amylopectin [50]. In bread wheat, the expression of *GBSSI* gene was significantly reduced by drought stress, heat stress, and drought stress plus heat stress [51]. Interestingly, the ratio of amylose–amylopectin increased due to a higher reduction of the amylopectin content [51]. Higher expression of *GBSSI* via repressed miRNA expression in the stress-tolerant genotype could help to alleviate the negative impacts of stress on starch biosynthesis. Changes in *GBSSI* expression could also have effects on the amylose–amylopectin ratio in durum grains. There has been increasing interest in the manipulation of starch composition in durum wheat, as high-amylose flour has an increased amount of resistant starch, which provides additional health benefits for food consumption [52]. Future research could focus on investigating the expression of the osa-miR5077–*GBSSI* module and key enzyme activities in a broad germplasm panel (elite varieties and breeding lines) at multiple stages of grain development, to further explore the potential of this module in improving starch content and amylose–amylopectin composition under abiotic stress conditions.

In wheat grains, comparative proteomic analysis has shown that water deficit and heat stress usually leads to decreases in protein synthesis/assembly components and metabolism-related proteins, but the stress/defense-related proteins and seed storage proteins are often increased, especially under heat stress [53,54]. Indeed, WS, HS, and WH treatments all led to significant increases in grain protein content (GPC) in DBA Aurora. For L6, WS and WH increased the GPC, while HS had no significant impact [5]. miRNA–mRNA modules contributing to protein production are shown in Figure S10b, demonstrating the cross-regulatory relationships and the feedback loops between these stress-responsive DEMs and DEGs. Examples include storage protein assimilation-related genes such as glutamine and glutamate synthetases, as well as asparagine synthetase, avenin, glutamate receptors, and dehydrogenases (Figure S10b and Table S13). 

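Of 38 nitrogen assimilation genes, 5 were higher under HS in L6 and 2 in DBA Aurora. Asparagine synthetase TRITD_5Bv1G097460 was at 17.9 and 70.1 FPKM under CG and HS in DBA Aurora and 10.8 in L6 under CG, where its log2 ratio under HS was 3.11, and glutamine synthetase GS1a (TRITD_6Av1G185050) at 71.9 under CG and 28.2 under WH in L6. None of 12 glutamate receptors changed 2-fold in any contrast.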

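Storage protein genes had 4 higher and 1 lower of 33 under HS in DBA Aurora and 7 higher and 0 lower in L6. Between genotypes under WH, 10 were lower and 3 higher in DBA Aurora. The alpha-gliadin TRITD_6Av1G009340 was at 198 FPKM under WS and 2321 under WH in L6. Amylase and trypsin inhibitors had 3 higher and 9 lower of 38 and 9 higher and 7 lower.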

Genes encoding major determinants of end-use quality were also found, such as glutenins and gliadins. As major wheat storage proteins, the composition and ratio of glutenins and gliadins have a significant influence on the quality of pasta making [1]. 

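Nitrite reductase, which makes ammonium for assimilation, was at 1.27 FPKM under CG and 5.58 under HS in L6 for TRITD_6Bv1G194980, and at 1.39 and 5.41 for TRITD_6Av1G199660. In DBA Aurora the values were 1.34 and 2.43, and 1.44 and 2.86.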

Other key genes include regulators associated with post-anthesis nitrogen uptake and nitrogen use efficiency (NUE), such as nitrate transporters and nitrite reductases (Figure S10b and Table S13). The miRNAs involved in the protein network include conserved miRNAs such as ata-miR167b-3p, ata-miR172c-3p, bdi-miR394, osa-miR398a, tae-miR408_L-1, gma-MIR6300-p5, and tae-miR9652-5p. Some of these miRNA–mRNA modules exhibited stress-responsive patterns specific to DBA Aurora. For example, bdi-miR394 was downregulated under WH in DBA Aurora, and its target, a glutamate synthase gene, was correspondingly upregulated. Similarly, zma-miR156d-3p_1ss8TC was downregulated under WH in DBA Aurora, and its target, a glutamate receptor 3.5-like gene, was correspondingly upregulated. Both glutamate synthase genes (GOGAT) and glutamate receptor-like (GLR) genes are key components in plant nitrogen metabolism and protein assimilation. 

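bdi-miR394 under WH in DBA Aurora had a log2 fold change of -0.08 (adjusted p = 0.882). Its listed target TRITD_5Av1G257300, annotated as folylpolyglutamate synthase in the files, was at 14.1, 13.9, 14.8 and 13.0 FPKM under CG, WS, HS and WH. The ferredoxin-dependent glutamate synthase TRITD_2Av1G036960 was at 15.3 under CG and 7.10 under WH.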

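At 5 DPA zma-miR156d-3p_1ss8TC had a value above 0 in 1 of 3 libraries of DBA Aurora under CG and in none under WH, so it was not tested. The glutamate receptor 3.5 genes TRITD_7Av1G242800 and TRITD_7Bv1G191580 were at 5.93 and 1.92 FPKM under CG and 4.55 and 1.98 under WH.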

GOGATs act in the first step of ammonium assimilation and glutamate synthesis [55,56]. GLRs are amino-acid sensors that have roles in nitrogen and carbon sensing, with additional functions in plant defense responses and adaptation to water deficit stress [57,58,59]. In both tetraploid and hexaploid wheat, several genetic dissection studies have reported *GOGAT* and *GLR* genes localized in important quantitative trait loci (QTLs) for grain protein content, 1000-grain weight, and NUE [60,61,62]. Thus, the positive regulation of these two genes via bdi-miR394 and zma-miR156d-3p_1ss8TC under stress may be contributing to better GPC and yield performance in DBA Aurora. Notably, although stress increased the protein content for both genotypes, the GPC increase in L6 was attributed to a significant loss in the 1000-grain weight under stress. However, the 1000-grain weight was significantly increased under stress for DBA Aurora, along with its increase in GPC. The miRNA–mRNA networks constructed around protein production provides new candidates for breeding programs that aim to maximize grain protein production under water deficit and heat stress environments.

Bioactive compounds such as carotenoids and phenolics are highly valued quality traits for durum wheat. Carotenoids are a major class of natural pigments that provide the golden color (yellowness) in flour and pasta products [63]. Phenolic compounds are secondary metabolites belonging to the phenylpropanoid pathway, present in both free and bound forms in the wheat grains [7]. Both carotenoids and phenolics provide additional health benefits in whole-wheat consumption and are associated with abiotic stress adaptation in plants, mainly due to their antioxidant activities. Stress-responsive miRNAs and mRNAs associated with carotenoid biosynthesis and the phenylpropanoid pathway are shown in Figure 8. Key genes in the carotenoid network include beta-carotene hydroxylase, zeaxanthin epoxidase, phytoene synthase, lycopene cyclase, and carotenoid cleavage dioxygenase (Figure 8a and Table S13). 

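Phytoene synthase, the first step of carotenoid synthesis, went under HS from 0.357 to 7.69 FPKM in DBA Aurora (TRITD_5Bv1G185680). In L6 it went from 0.438 to 1.87, just short of the 2-fold rule. Beta-carotene hydroxylase TRITD_2Bv1G196580 was at 5.90 under CG and 24.6 under HS in L6, and zeaxanthin epoxidase TRITD_2Bv1G158920 at 13.1 and, under WH, 5.79 in DBA Aurora. Of 33 carotenoid genes, 2 higher and 3 lower were found under HS in DBA Aurora and 4 higher and 1 lower in L6.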

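Phenylpropanoid genes had 3 higher and 1 lower of 105 under HS in DBA Aurora and 10 higher and 5 lower in L6. Cinnamoyl-CoA reductase TRITD_7Av1G213690, of lignin synthesis, was at 22.4, 19.1, 54.7 and 52.4 FPKM in DBA Aurora and 21.3, 20.1, 61.6 and 63.1 in L6, and a cinnamyl alcohol dehydrogenase (TRITD_5Bv1G123980) at 0.773 under CG and 13.5 under WH in L6.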

Genes associated with the phenylpropanoid pathway include phenylalanine ammonia lyase, cinnamyl alcohol dehydrogenase, coumarate-CoA ligase, caffeic acid *O*-methyltransferase, and anthocyanidin glucosyltransferase (Figure 8b and Table S13). Many of these genes are newly reported targets regulated by miRNAs. For example, gma-miR6300_L-1R+1 seems to be a key miRNA in the carotenoid network, synergistically regulating four genes—carotenoid cleavage dioxygenase (CCD), lycopene epsilon cyclase (LCYE), zeaxanthin cleavage dioxygenase (ZCD), and lipoxygenase (LOX), all of which are newly discovered targets of the miR6300 family in *T. turgidum*. These targets function at various steps of carotenoid biosynthesis and catabolism. For example, LCYE catalyzes the biosynthesis of β-carotene, the main source of provitamin A. CCD converts larger carotenoid molecules such as β-carotene and zeaxanthin into smaller apocarotenoid products. 

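The zeaxanthin cleavage dioxygenase TRITD_6Av1G171740, which makes apocarotenoids, was at 19.0, 7.98, 7.57 and 6.62 FPKM under CG, WS, HS and WH in DBA Aurora. Lycopene epsilon cyclase went from 2.56 under CG to 2.15 under WH on 3A (TRITD_3Av1G132870) and from 3.55 to 4.47 on 3B (TRITD_3Bv1G121950), neither a 2-fold change. The carotenoid cleavage dioxygenase TRITD_5Av1G000470 was at 0.566 and 0.589.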

In DBA Aurora, gma-miR6300_L-1R+1 was upregulated under WH stress and the expression of *ZCD* and *LCYE* was downregulated, while the expression of *CCD* and *LOX* remained unchanged. The results confirmed that, when one miRNA has multiple targets in the same pathway, the regulatory relationship is not always one-on-one specific. The abundance of functional genes could be fine-tuned co-operatively by a cluster of miRNAs. Further investigation into the grain quality networks could focus on such complex multiple regulatory relationships, especially the miRNA/mRNA candidates that connect throughout the pathways. Nonetheless, these identified candidates provide an entry point into improving the production of protein partitioning, as well as the coordination of unique and common biological pathways required for grain development and stress adaptation.

## 4. Materials and Methods 

### 4.1. Collection of Plant Materials and the Application of Stress

Samples were collected from two durum wheat genotypes, DBA Aurora and L6 (UAD1301020-8, University of Adelaide breeding line). According to the ranking summation index, DBA Aurora was most tolerant and L6 was most sensitive to water deficit and heat stress among previously studied Australian durum wheat genotypes [5]. The growing conditions of the plants were as described previously [5,28]. In brief, the standard control glasshouse conditions were set at 22 °C/12 °C (day/night temperature), with a photoperiod of 12 h. The light intensity averaged at 600 µmol·m^−2^·s^−1^. There were four treatment groups: CG (control), WS (water deficit stress applied pre anthesis), HS (heat stress applied post anthesis), and WH (water deficit stress plus heat stress). The details of stress application were as described previously [5,28]. Developing grain samples were collected from five developmental time-points—5, 15, 25, 35, and 45 DPA (days post anthesis). Tri reagent (Sigma-Aldrich, North Ryde, Australia) was used to extract total RNA from the developing grains. TURBO DNase was used to remove genomic DNA from total RNA samples (ThermoFisher Scientific, Scoresby, Australia). The quality, integrity, and concentration of total RNA samples were assessed with gel electrophoresis, a NanoDrop spectrophotometer, and a Bioanalyzer.

### 4.2. Small RNA Sequencing and Data Analysis

The NEBNext^®^ Multiplex Small RNA Library Prep Kit [19] was used to construct sRNA sequencing libraries (a total of 118, as listed in Table S1). The llumina NovaSeq 6000 platform was used to sequence the sRNA libraries, at the AGRF (Australian Genome Research Facility, Melbourne, Australia). All the sequencing data generated in the current study were submitted to NCBI GEO repository (GSE153932). Conserved and novel durum miRNAs were identified using the ACGT101-miR program (LC Sciences, Houston, TX, USA) as previously described [28,64]. All identified miRNAs were categorized into five groups (G1–5), with G1–4 being conserved miRNAs and G5 being novel miRNAs. DEMs were identified on the basis of the normalized read count [65], subject to genotype, treatment, and time-point. ANOVA and *t*-tests were used to identify DEMs with statistical significance (*p* < 0.05). For details, see Methods S1.

### 4.3. Sequencing and Bioinformatics Analysis of Transcriptome Libraries

For transcriptome sequencing and degradome sequencing, we used the 5 DPA time-point RNA samples with an RNA integrity number (RIN) > 9. Library construction and bioinformatics analysis were performed as previously described [28,29]. The Illumina mRNA-Seq sample preparation kit was used to construct the transcriptome libraries (eight libraries, as listed in Table S1). The Illumina NovaSeq 6000 platform was used for transcriptome sequencing at LC-Bio (Hangzhou, China). Bioinformatics analysis of transcriptome sequencing was performed as previously described [28,29]. For details, see Methods S1.

### 4.4. Sequencing and Bioinformatics Analysis of Degradome Libraries

Degradome library construction and bioinformatics analysis were performed as previously described [28,29]. The Illumina HiSeq2500 platform was used for degradome sequencing at LC-Bio (Hangzhou, China). Bioinformatics analysis of degradome sequencing was performed as previously described [28,29], using the CleaveLand software and the ACGT101-DEG package. The identified target genes of miRNAs were classified into five categories (0–4) as described previously [30,31]. For details, see Methods S1.

### 4.5. Multi-Omics Anlysis and Enrichment Analysis of GO Terms and KEGG Pathways

The enrichment analysis of GO terms and KEGG pathways was performed as described previously [28,66]. Multi-omics analysis was performed with the combination of three types of sequencing datasets as described previously [28]. Briefly, validated miRNA–target pairs were first identified, where miRNA candidates could be confirmed by sRNA sequencing, mRNA candidates could be confirmed by transcriptome sequencing, and mRNA targets could be confirmed by mRNA degradation signatures in degradome sequencing. Second, validated miRNA–mRNA pairs with significant differential expression patterns (*p* < 0.05) were identified. Third, according to the gene-silencing effect of miRNAs, significant miRNA–mRNA pairs with antagonistic expression patterns were identified.

### 4.6. qPCR Quantification of miRNAs and Target Genes with Stress-Responsive Patterns

qPCR was used to analyze the expression profile of nine miRNAs and 15 target genes with stress-responsive expression patterns. The MystiCq microRNA complementary DNA (cDNA) Synthesis Mix Kit (Sigma-Aldrich, North Ryde, Australia) was used for cDNA synthesis as described previously [28,34,67]. The PowerUp SYBR Green Master Mix (ThermoFisher Scientific, Scoresby, Australia) was used for qPCR, and the reactions were run on the ViiA7 Real-Time PCR machine with three biological replicates. The *GAPDH* gene was used as the housekeeping gene for calculating 2^−ΔΔCt^ [23,28,34]. Gene expression patterns (mean ± standard error (SE)) were shown as log_2_ fold-change of the gene abundance under stress treatment/gene abundance under the control condition. The statistical significance was determined at *p* < 0.05 (*) and *p* < 0.01 (**). Table S14 shows the primer sequences of the studied miRNAs and genes.

## 5. Conclusions

As a tetraploid species, durum wheat offers a valuable and alternative system to elucidate the stress response strategies in cereal crops, particularly when compared to bread wheat. Improving grain yield and quality under challenging environments has always been a key target for durum breeding programs. Sequence-specific recognition of miRNA–mRNAs represents a highly efficient mechanism for gene regulation in crops. In the current study, we provided the first multi-omics NGS analysis of durum miRNAs in developing grains, and the mRNAs that were precisely regulated at the post-transcriptional and transcriptional level. The expression profiles described here not only include genotypes with contrasting stress tolerance levels, but also include multiple grain developmental time-points, as well as treatment groups designed to specifically target the effects of single and combined stresses that are typically encountered during the grain filling process. The miRNA-mediated regulatory networks in *T. turgidum* grains are, no doubt, highly complex but intricately coordinated. These new findings lay the foundations for an understanding of epigenetic control to improve crop resilience through molecular breeding strategies.

## Figures and Tables

**Figure 1:**
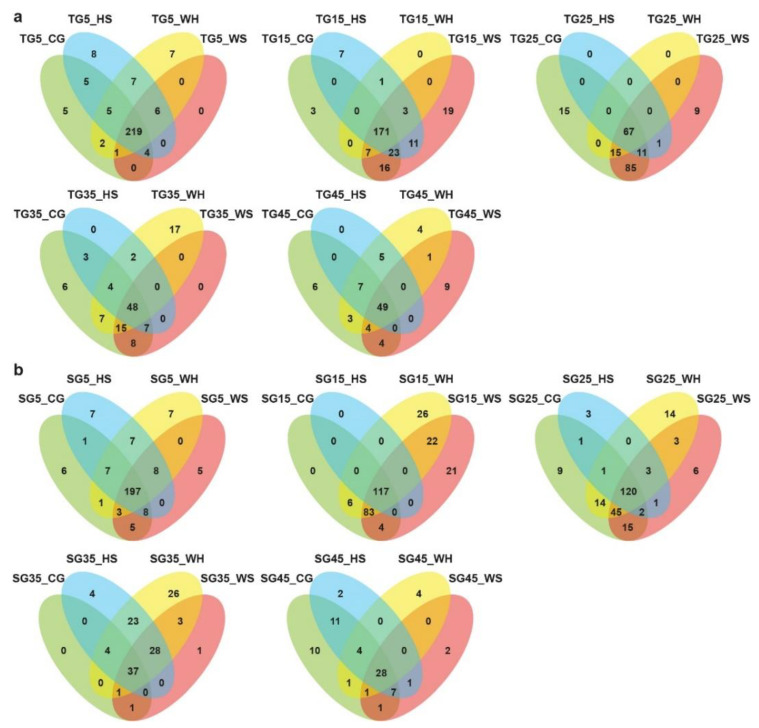
Venn diagrams showing the distribution of microRNAs across different small RNA (sRNA) sequencing libraries. (**a**) The distribution of microRNAs across four treatments at each developmental time-point in DBA Aurora libraries. (**b**) The distribution of microRNAs across four treatments at each developmental time-point in L6 libraries. TG, libraries made from developing grains of the stress-tolerant genotype DBA Aurora. SG, libraries made from developing grains of the stress-sensitive genotype L6. DPA values of 5, 15, 25, 35, and 45 indicate treatment time-points (days post anthesis). CG, control group. WS, water deficit stress group. HS, heat stress group. WH, water deficit plus heat stress group.

**Figure 2:**
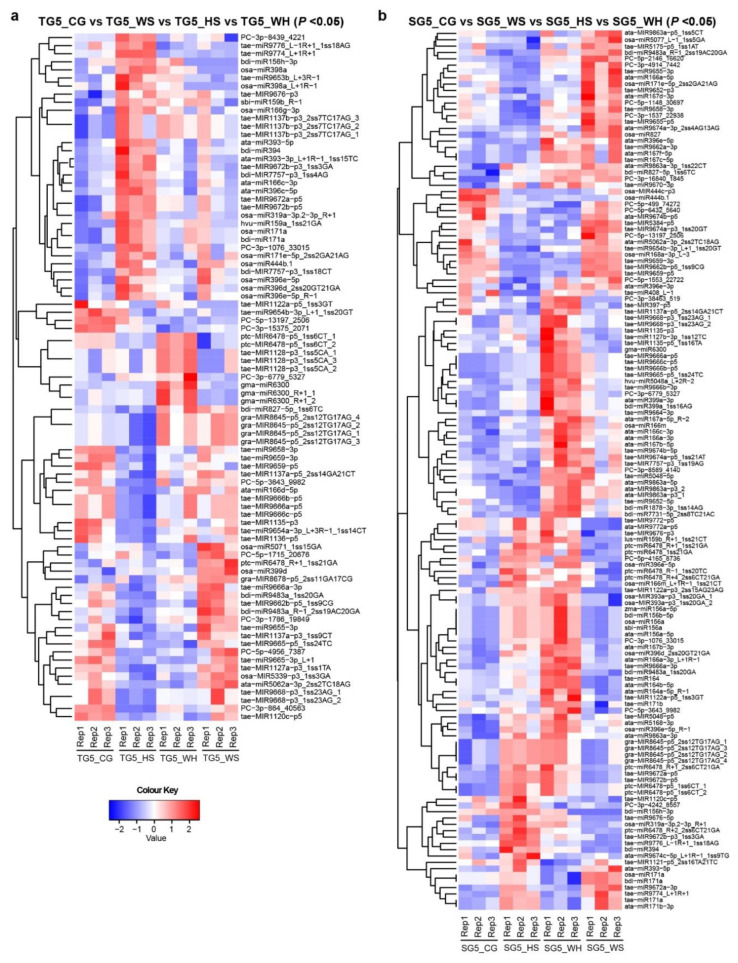
Heat maps showing differentially expressed miRNAs (DEMs) at 5 DPA across four treatment groups. (**a**) DEMs (*p* < 0.05) in DBA Aurora (TG5_CG vs. TG5_WS vs. TG5_HS vs. TG5_WH). (**b**) DEMs (*p* < 0.05) in L6 (SG5_CG vs. SG5_WS vs. SG5_HS vs. SG5_WH). The color key representing miRNA expression level is shown as the log_10_ value of the normalized read count. Figure S2 provides heat maps showing DEMs at 15–45 DPA. TG, libraries made from developing grains of the stress-tolerant genotype DBA Aurora. SG, libraries made from developing grains of the stress-sensitive genotype L6. The DPA value of 5 stands for the time-point of sampling. CG, control group. WS, water deficit stress group. HS, heat stress group. WH, water deficit plus heat stress group.

**Figure 3:**
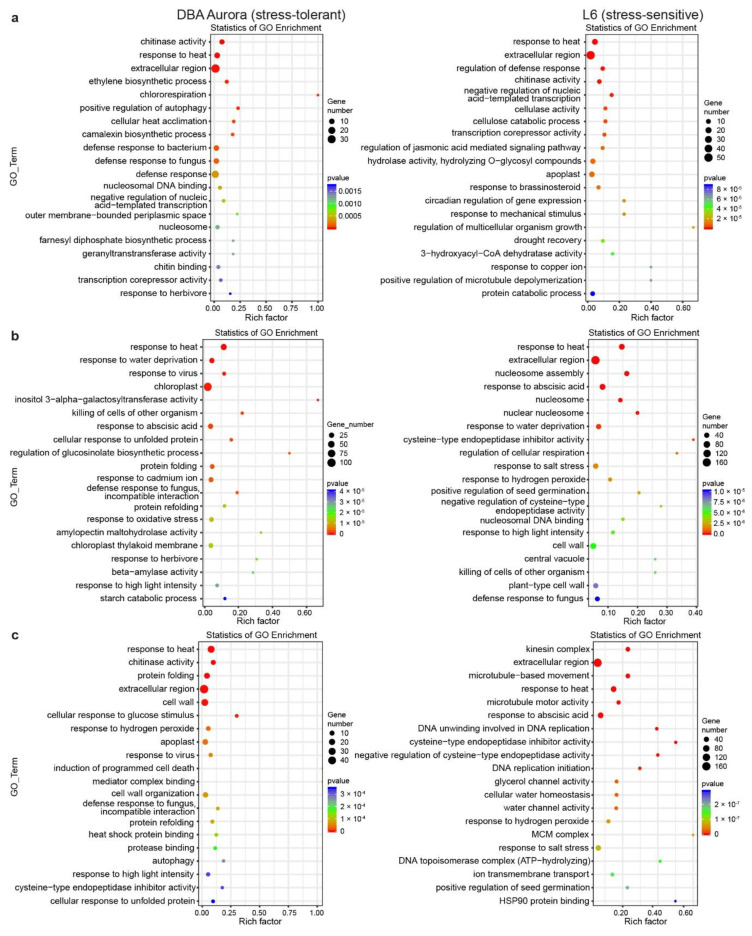
Enrichment analysis of the GO (Gene Ontology) terms for stress-responsive genes identified under each type of stress treatment. (**a**) GO analysis of genes responsive to single water deficit stress. (**b**) GO analysis of genes responsive to single heat stress. (**c**) GO analysis of genes responsive to water deficit stress plus heat stress. The rich factor represents the proportion of stress-responsive genes within all the genes under a certain GO term (higher rich factor indicates higher level of enrichment).

**Figure 4:**
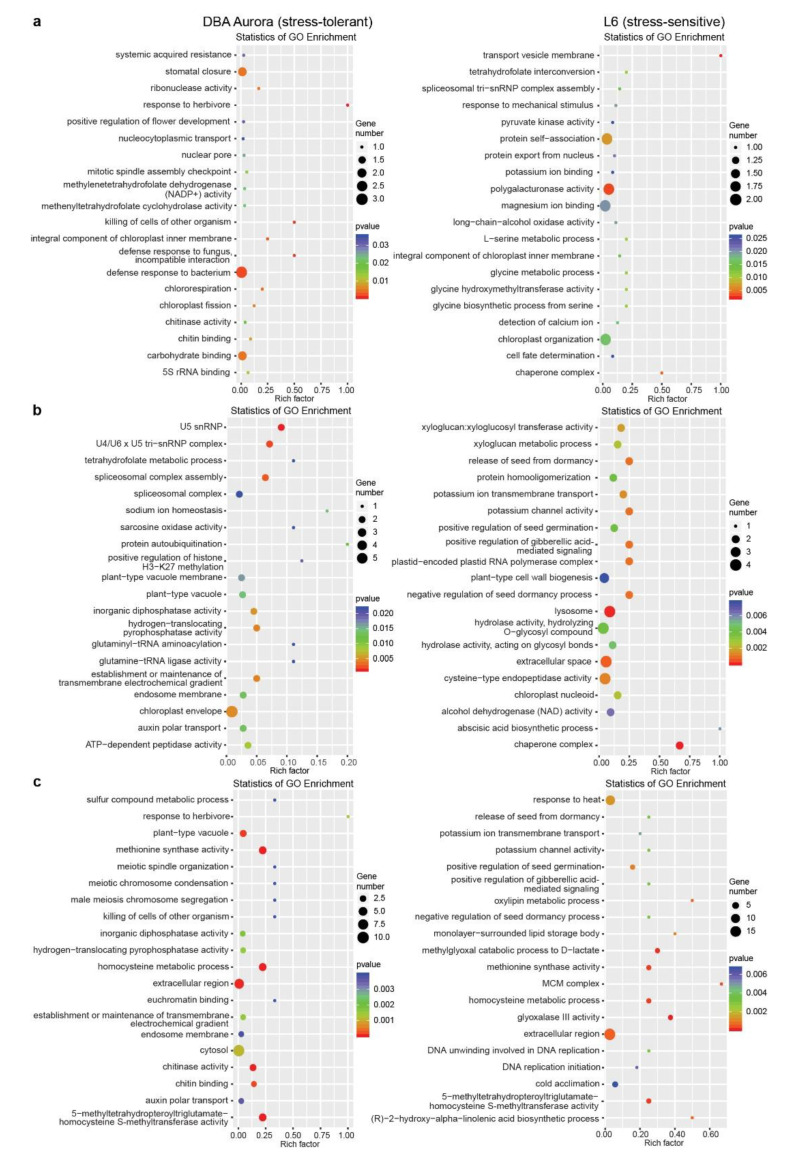
GO enrichment analysis of stress-responsive miRNA–mRNA pairs with significant (*p* < 0.05) antagonistic expression patterns subject to each stress type. (**a**) GO analysis of miRNA–mRNA pairs responsive to water deficit stress. (**b**) GO analysis of miRNA–mRNA pairs responsive to heat stress. (**c**) GO analysis of miRNA–mRNA pairs responsive to water deficit plus heat stress. The rich factor represents the proportion of stress-responsive genes within all the genes under a certain GO term (a higher rich factor indicates higher level of enrichment).

**Figure 5:**
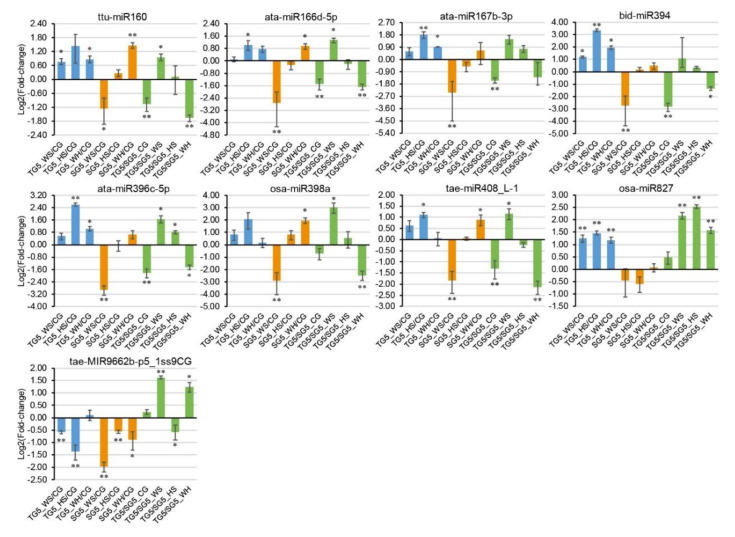
qPCR analysis of nine stress-responsive miRNAs at 5 DPA (days post anthesis). The 2^−ΔΔCt^ method was used to calculate relative miRNA expression using *GAPDH* as the housekeeping gene. Each expression profile is shown as the log_2_ value of the fold-change, and the fold-change was calculated as follows: (relative miRNA expression level under stress condition)/(relative miRNA expression level under the control condition) or (relative miRNA expression level in DBA Aurora)/(relative miRNA expression level in L6). Data are represented as the mean ± standard error (SE) (three replicates). * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
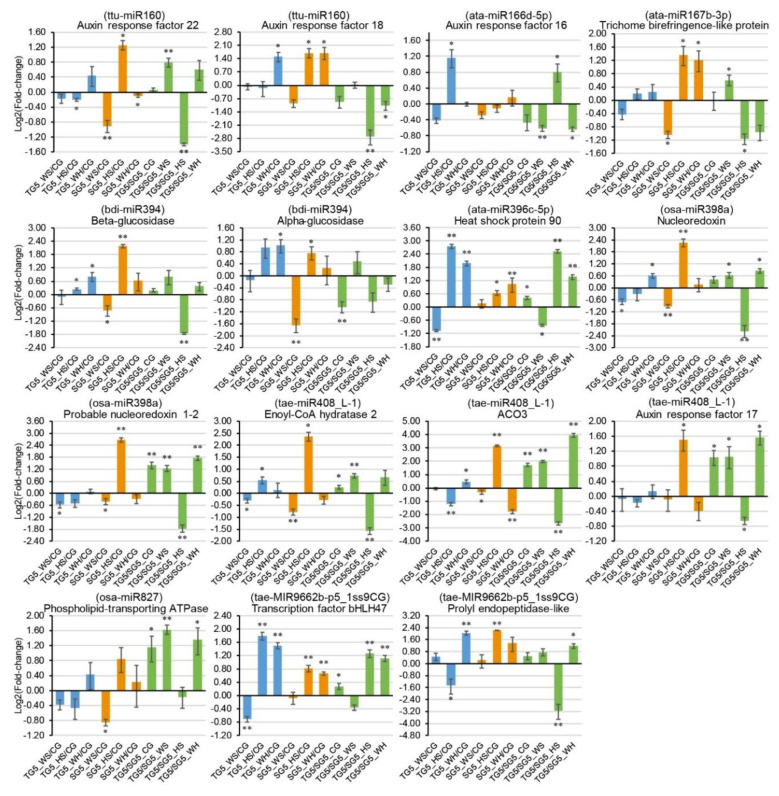
qPCR analysis of 15 stress-responsive target genes at 5 DPA (days post anthesis). The 2^−ΔΔCt^ method was used to calculate relative gene expression using *GAPDH* as the housekeeping gene. Each expression profile is shown as the log_2_ value of the fold-change, and the fold-change was calculated as follows: (relative gene expression level under stress condition)/(relative gene expression level under the control condition) or (relative gene expression level in DBA Aurora)/(relative gene expression level in L6). Data are represented as the mean ± SE (three replicates). * *p* < 0.05, ** *p* < 0.01. Abbreviations: ACO3 (1-aminocyclopropane-1-carboxylate oxidase 3).

**Figure 7:**
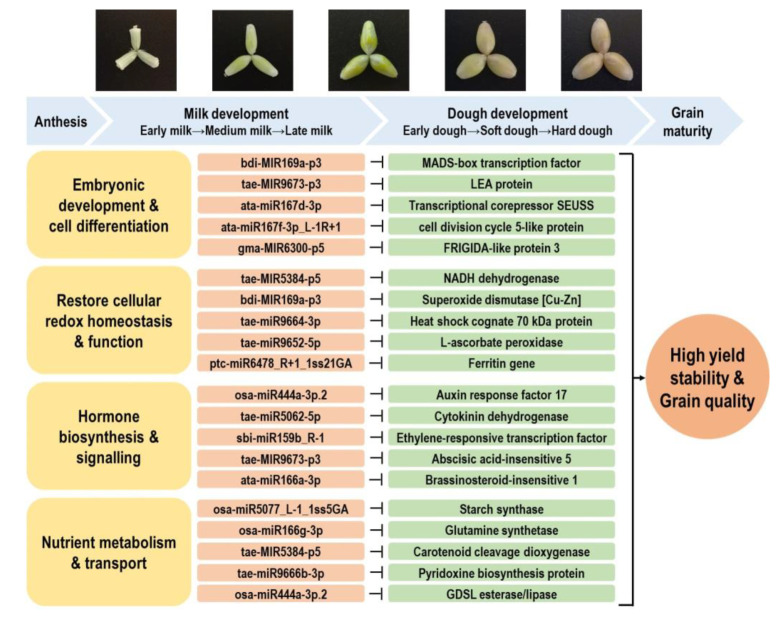
Key miRNA–RNA modules contributing to water deficit and heat stress response and grain development in durum wheat. Abbreviations: MADS domain (MCM1, AGAMOUS, DEFICIENS, SRF). LEA protein (late embryogenesis abundant protein). GDSL motif (Gly–Asp–Ser–Leu).

**Figure 8:**
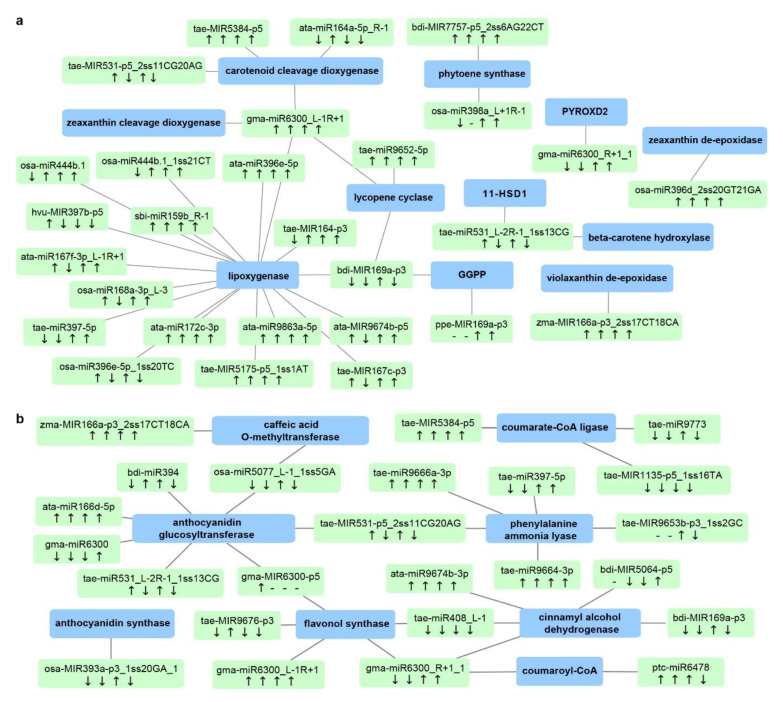
Durum miRNA–mRNA modules involved in (**a**) carotenoid biosynthesis and (**b**) the phenylpropanoid pathway. Green boxes represent miRNAs, while blue boxes represent target genes. “↓” indicates that miRNA expression was lower in the stress-tolerant genotype DBA Aurora when compared with L6; “↑” indicates that miRNA expression was higher in the stress-tolerant genotype DBA Aurora when compared with L6. The four arrows represent the miRNA/gene expression pattern under control, water deficit stress, heat stress, and water deficit plus heat stress. “-” indicates that the gene expression pattern was not available due to no expression. For genotypic differences in target gene expression pattern under the four treatment conditions, see Table S13. Abbreviations: 11-HSD1 (11-hydroxysteroid dehydrogenase type 1); GGPP (geranylgeranyl diphosphate reductase); PYROXD2 (pyridine nucleotide-disulfide oxidoreductase domain-containing protein 2). For genotypic differences in miRNA and target gene expression patterns under four treatment conditions, also see Table S13.

**Table 1:** Summary of the abbreviations used for sample names and library names.

Type of Terms	Abbreviations	Description
Four treatment groups	CG	Control group
	WS	Pre-anthesis water deficit group
	HS	Post-anthesis heat stress group
	WH	Pre-anthesis water deficit plus post anthesis heat stress group
Two sample types	TG	Developing grains from the stress-tolerant genotype DBA Aurora
	SG	Developing grains from the stress-sensitive genotype L6
Five time-points	5, 15, 25, 35, 45 DPA	Sampling time-points; DPA represents days post anthesis.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/20/7772/s1. Supplementary Procedure. Methods S1. Details of library construction and bioinformatic analysis for the three sequencing platforms.

# Supplementary material for: Multi-Omics Analysis of Small RNA, Transcriptome, and Degradome in T. turgidum—Regulatory Networks of Grain Development and Abiotic Stress Response
**Source:** Int J Mol Sci. 2020 Oct 21;21(20):7772. doi: 10.3390/ijms21207772
**Supplement:** Supplementary file 1

Methods S1. Details of library construction and bioinformatic analysis for the three sequencing platforms.

Small RNA sequencing pipeline

The NEBNext® Multiplex Small RNA Library Prep Kit was used to construct sRNA sequencing libraries following the manufacturers’ instructions [1,2]. The bioinformatics analysis of sRNA-seq was carried out using the ACGT101-miR program as described previously [1,3]. First, low quality reads and adapter sequences were removed from the raw reads. Clean reads with a nucleotide (nt) length between 18 nt and 25 nt were obtained through length filtering. Using the Rfam, Repbased and durum wheat mRNA transcripts as references, non-sRNA reads were removed, including non-coding RNAs (rRNA, tRNA, snRNA and snoRNA), repeats and mRNA sequences. The identification of conserved miRNAs and their 5p- or 3p-derived variants was performed by BLAST searching the clean sRNA-seq reads against the current registries in the plant miRBase version 22.1. Both the MIR gene sequence and the mature miRNA sequence registered in the miRBase were used as references. Single mismatch and length variation were allowed in the sequence alignment. sRNA reads that were mapped to the mature miRNA arm in the miRNA hairpin were considered as conserved mature miRNAs. sRNA reads that were mapped to the opposite arm of the mature miRNA were classified as 5p- or 3p-derived variants. The origin of MIR gene (genomic location) was determined by mapping the aligned miRNAs to the durum wheat genome assembly (Svevo.v1). After identifying the conserved miRNAs, the remaining sRNA reads were used to identify novel durum wheat miRNAs. sRNA sequences were first aligned to the durum wheat genome assembly. Secondary miRNA hairpin structures that contain the aligned sequences were identified with the RNAfold software as previously described [1,3].

The identified miRNAs were categorised into five groups (G1-5) [1,3], using the following criteria: Group 1 contain miRBase-aligned pre-miRNAs that can be mapped to the durum wheat genome and expressed sequence tags (ESTs); Group 2 contain miRBase-aligned miRNAs that can be mapped to the genome and ESTs, with their aligned genome sequences forming secondary hairpins; Group 3 contain miRBase-aligned miRNAs that can be mapped to the genome and ESTs, but their aligned genome sequences do not form secondary hairpins; Group 4 contain miRBase-aligned miRNAs that cannot be further mapped to the genome; Group 5 contain novel miRNAs that can be mapped to the genome, with their aligned genome sequences forming secondary hairpins. Reads count of miRNAs were normalised in each library to enable expression anlaysis as previously described [4].

Transcriptome sequencing pipeline

Approximately 10 µg of total RNA per sample was used for transcriptome library construction. The Illumina mRNA-Seq sample preparation kit was used to construct the transcriptome libraries as previously described [1,5]. Briefly, poly(T)-coated magnetic beads were used to enrich poly(A) mRNAs from the total RNA sample. Isolated mRNAs were fragmented and reverse-transcribed into cDNA using the Illumina mRNA-Seq kit following the manufactures’ instructions. Paired-end sequencing was carried out on the Illumina NovaSeq 6000 platform at LC-Bio (Hangzhou, China). For bioinformatics analysis, low quality reads (the ones containing adapter sequence and the ones with a sequencing quality score under 20) were removed before sequence assembly. Clean reads were then aligned to the durum wheat reference genome using HISAT version 2.0. Aligned reads from each transcriptome library were assembled. The relative transcript abundance were obtained using StringTie version 1.3.0, expressed in FPKM (Fragments Per Kilobase Million).

Degradome sequencing pipeline

Approximately 20 µg of total RNA per sample was used for degradome library construction as previously described [1,5]. mRNA was first captured from the total RNA sample with magnetic beads. The isolated mRNA fragments were annealed with biotinylated random primers. Afterwards, 5' adaptors were aligned to the mRNA fragments. First-strand cDNA was reverse-transcribed from the ligated mRNAs and was then amplified with PCR. The degradome libraries were sequenced on an Illumina Hiseq2500 at LC-Bio (Hangzhou, China). Degradome-seq reads were analysed using the ACGT101-DEG program version 4.1 (LC Sciences, USA). Low quality reads, reads with adapter and primer sequences, and non-coding RNA reads were removed. Clean reads were used to identify the degraded fragments of mRNA targets of miRNAs using the CleaveLand package version 4.0 and the ACGT101-DEG program [1,5]. Based on the ratio of the mRNA target tags relative to the overall degradome reads, the identified mRNA targets were grouped into five categories (category 0-4) as previously described [6,7]. Category 0 has the highest confidence level.

**Supplemental References**

1. Liu, H.; Able, A.J.; Able, J.A. Integrated analysis of small RNA, transcriptome and degradome sequencing reveals the water-deficit and heat stress response network in durum wheat *Int. J. Mol. Sci.* **2020**, *21*.

2. Liu, H.; Searle, I.R.; Watson-Haigh, N.S.; Baumann, U.; Mather, D.E.; Able, A.J.; Able, J.A. Genome-wide identification of microRNAs in leaves and the developing head of four durum genotypes during water deficit stress. *PLoS One* **2015**, *10*, e0142799.

3. Liu, H.; Able, A.J.; Able, J.A. Transgenerational effects of water-deficit and heat stress on germination and seedling vigour - new insights from durum wheat microRNAs. *Plants* **2020**, *9*, 189.

4. Li, X.; Shahid, M.Q.; Wu, J.; Wang, L.; Liu, X.; Lu, Y. Comparative small RNA analysis of pollen development in autotetraploid and diploid rice. *Int. J. Mol. Sci.* **2016**, *17*, 499.

5. Zhong, M.; Huang, F.; Luo, R.; Lv, Y.; Ali, U.; Sheng, Z.; Tang, S.; Wei, X.; Hu, P. The effect of cadmium on the microRNAome, degradome and transcriptome of rice seedlings. *Plant Growth Regul.* **2020**, *90*, 15-27.

6. Sun, W.; Xu, X.H.; Wu, X.; Wang, Y.; Lu, X.; Sun, H.; Xie, X. Genome-wide identification of microRNAs and their targets in wild type and phyB mutant provides a key link between microRNAs and the phyB-mediated light signaling pathway in rice. *Front. Plant Sci.* **2015**, *6*, 372.

7. Ji, Y.; Chen, P.; Chen, J.; Pennerman, K.K.; Liang, X.; Yan, H.; Zhou, S.; Feng, G.; Wang, C.; Yin, G. Combinations of small RNA, RNA, and degradome sequencing uncovers the expression pattern of microRNA-mRNA pairs adapting to drought stress in leaf and root of *Dactylis glomerata* L. *Int. J. Mol. Sci.* **2018**, *19*, 3114.

How the deposited data were processed for this re-analysis (not part of the article)

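Small RNA of developing grain was measured in 118 libraries of 2 durum wheat genotypes, DBA Aurora and L6, under 4 treatments (CG, WS, HS and WH) at 5, 15, 25, 35 and 45 DPA, with 3 replicates per group and 2 in L6 under WS and under WH at 45 DPA. The transcriptome and the degradome were measured at 5 DPA in 8 libraries each, 1 per genotype and treatment, made from pooled RNA. The condition of each library was taken from its title. The treatment text of the sample labels mentions flag leaf, while the titles, the source and the paper give developing grain, and the samples were taken as grain. For 4 transcriptome and 4 degradome libraries titled WS or WH, the separate treatment field names the other of these 2 treatments; the titles, which are the names the paper uses, were followed.

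The small RNA values are normalized read counts, a signal value per miRNA and library that the authors made with the ACGT101-miR program after trimming; how each library was scaled was not found in the paper's methods, and their totals range from 34862 to 4289565 per library (median 68109). The transcriptome values are FPKM per gene, which the authors computed with HISAT2 2.0 and StringTie 1.3.0. The degradome values are RPM per cleavage site, which the authors computed after finding sites with CleaveLand. Each site as deposited also has an Allen score and a ratio of minimum free energies (MFE), both scores of the pairing of miRNA and target. The p-value of each site was given by the authors, and the test behind it is not stated. Where a miRNA name was given more than once with different values, the entry with the highest mean was used.

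By the paper's Table S1 the clean reads of a small RNA library were 380818 to 46058515, and 40 to 646 miRNAs had a value above 0 (median 212). The lowest value above 0 in a library was 0.813 to 90.3 normalized counts, so an absence in one library does not mean the same as in another. In the degradome, 1 read stood for 5.34 to 14.6 RPM. Depth is lowest at 35 and 45 DPA.

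Small RNA was tested with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation (trend and robust), on log2(normalized count + 10). One fit held all libraries of a time point, for the comparisons of stress with CG, of genotypes and of their interaction, and one fit held all libraries of a genotype, for comparisons between times. A miRNA was tested when its value was above 0 in at least 3 of these libraries. Moderated F-tests covered the 3 stresses, the interaction and the 5 times; p-values were adjusted by the Benjamini-Hochberg method over the miRNAs tested, with a threshold of 0.05. A miRNA was detected in a group when all its replicates had a value above 0. In the pooled transcriptome no gene was tested: a gene counted as changed from a 2-fold difference in FPKM + 1 where either library had at least 1 FPKM. Reads per degradome site were obtained by dividing each RPM by the smallest in its library, taken as whole within 0.02, and compared between 2 libraries by Fisher's exact test, chosen after the files were seen. Sites, miRNAs and genes were joined into pairs, and the share of pairs with opposite signs was compared with 10000 permutations of the signs of the miRNAs. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

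Lists of genes were fixed by words of their descriptions (43 lists) or by GO term (26), and 67 of them had at least 6 measured genes. The GO terms are those the paper names as enriched in these same libraries, so these lists are not independent of its findings. The median log2 ratio of each list in 10 contrasts was compared with 10000 random lists of equal size drawn from 20 bins of expression, and was outside the central 95% of theirs in 309 of 670 cases. No list is independent of the others, since genes share lists and libraries. The lists of miRNAs, by family, were fixed by name; their counts are given both at the adjusted p over all tested miRNAs and adjusted over the list alone.

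The miRNAs named in the passages were chosen by a rule: for each F-test the 10 past the threshold with the largest log2 change in any contrast, members of the lists, and every miRNA the paper names. The genes named were, per contrast, the 10 largest rises and the 10 largest falls in log2(FPKM + 1) among genes of at least 5 FPKM in either library, members of the lists past the size rule, and every gene the paper names in its text, its qPCR panel and Figs 7 and 8. Values in the paper's Tables S2 to S13 count as seen. The exceptions, chosen after their values were seen, are marked where they are printed.

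The procedure was tested on simulated data, in which changes of known size were added to 20 miRNAs per size in each of 10 sets. In L6 under HS at 5 DPA, limma called 71.5, 80.5 and 89.0% of the changes of 1, 2 and 3 on the log2 scale, and 0.615% of 2440 miRNAs without one. In DBA Aurora under HS at 35 DPA the shares were 5.50, 31.5 and 49.0%, and between 25 and 5 DPA under CG 24.5, 51.0 and 66.5%; no call had the wrong sign. Of 50 lists of genes raised and 50 lowered by 0.3, 50 and 49 were outside the random range, as was 1 of 100 unchanged lists. The sign share passed in 100 of 100 simulated sets with 70% of the pairs opposite and in 1 of 100 without a relation. The sets for the sign share held 40 miRNAs, as likely higher as lower, unlike the pairs between genotypes under HS and WH. In all these sets each miRNA and gene varied independently and members of a list were drawn at random, which real values need not follow. Another split of the real libraries of DBA Aurora at 25 DPA passed 101 miRNAs across the treatments. The shares of false calls may therefore not hold for the real data.

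The tests, the lists, the rule for names and these alternatives were set before the data were examined, except where a choice is said to have come later. For limma they were another pseudocount (1 or 30), no filter, the unadjusted p, replicate numbers as a block, rescaling by the median of ratios, untransformed values, and leaving out each library. For detection they were any replicate, at least 2 replicates, a common floor, 1 count per mature sequence, and leaving out each library. For the transcriptome they were another pseudocount (0.1 or 5), no filter, at least 5 FPKM, a 4-fold rule and centring of each ratio on its median. For the degradome they were categories 0 to 2, category 0 and the authors' p under 0.05, and for the pairs other categories, the unadjusted p, a 1.5-fold rule and the pair as the unit. The replicate numbers do not pair libraries of different groups, as far as the values show, so they were used in that alternative only. Raw reads, transcripts of a gene taken apart, variants, alternative splicing and qPCR values were not used here. The paper's Tables S3, S4, S11 and S12 were read in full, and the other supplementary tables in the part held here.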

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

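Chosen only after the results were seen were the random splits of the libraries, the tests of the authors' normalization and of depth against the difference between genotypes, the test of 1 deep library, and those of exchanged transcriptome labels and of scale.

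The change under stress differed between DBA Aurora and L6 by an F-test of the interaction (limma) for 77 of 304, 84 of 330, 26 of 286, 7 of 212 and 10 of 138 miRNAs at 5, 15, 25, 35 and 45 DPA (119, 130, 74, 58 and 29 at an unadjusted p). Of 100 random splits 2, 1, 1, 3 and 4, the real one included, gave as many. The highest of the other splits gave 145, 44, 11, 10 and 35. These splits carry part of the difference between genotypes into the interaction, so they are no exact test of it. Leaving out 1 library at a time gave 60 to 91, 53 to 106, 20 to 62, 5 to 51 and 2 to 21, so the counts from 15 DPA on depend on single libraries.

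Single miRNAs changed in opposite ways, or in 1 genotype far more, at 5 DPA. osa-miR398a differed between the genotypes in its change under HS (adjusted p = 2.03e-05): means ± SD of normalized counts were 9.32 ± 16.1 under CG and 58.4 ± 10.2 under HS in DBA Aurora, with a value above 0 in 1 of the 3 controls, and 41.0 ± 4.33 under CG in L6, where it is listed at 0 under HS. tae-MIR9665-p5_1ss24TC went from 1664 ± 226 to 902.5 ± 204 under WH in DBA Aurora and from 276 ± 18.4 to 1147 ± 56.1 in L6 (interaction log2 -2.91, adjusted p = 1.94e-09). tae-miR9666a-3p went from 301 ± 52.3 to 270.4 ± 21.0 and from 18.5 ± 16.4 to 168 ± 14.8 in the same order (interaction log2 -3.01, adjusted p = 9.68e-05). tae-miR9774_L+1R+1 in L6 rose from 32.7 ± 12.0 to 338 ± 110.1 under WS, and its change differed from that in DBA Aurora by -3.59 on the log2 scale, past the threshold except with a pseudocount of 1. PC-3p-16840_1845 is listed at 0 under CG in L6 and had 41.7 ± 7.75 under WS, against 90.4 ± 15.4 and 96.7 ± 10.4 in DBA Aurora (interaction adjusted p = 7.61e-06).

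A signal at a site that the paper's text does not discuss was chosen after its values were seen. The degradome of L6 under WH held 425 reads at the bdi-miR156h-3p site of TRITD_3Bv1G012590, against 29 under CG, 27 under WS and 142 under HS. Reads do not compare directly, since 1 read stood for 7.65, 6.08, 11.4 and 5.75 RPM under CG, WS, HS and WH in L6. In DBA Aurora it stood for 5.34, 8.14, 7.67 and 14.6 RPM. In DBA Aurora there were 4, 4, 159 and 68 under CG, WS, HS and WH, and FPKM of 66.0, 42.0, 597 and 519.7 for the gene, and in L6 74.4, 37.0, 1352 and 1898. The mRNA thus rose with the reads in L6 (log2 ratio 4.17 under HS and 4.65 under WH), and the reads alone are no measure of cleavage.

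More miRNAs were higher in DBA Aurora than in L6 at 5 DPA: 136 higher and 9 lower under CG, 137 higher and 9 lower under WS, 156 higher and 21 lower under HS and 91 higher and 18 lower under WH. A few miRNAs taking most of the counts in L6 are argued against, since the share of the total outside the 10 most abundant was 63.4% in DBA Aurora and 67.5% in L6, a difference of -0.0923 on the log2 scale and in the wrong direction. After dividing each library by its median of ratios, 0 of 4 treatments had over 1.5 times as many higher as lower miRNAs, but this scaling assumes that most miRNAs are equal and removes a general difference whatever its origin. Depth differed by 0.167 log2 clean reads (permutation p = 0.0411), below the median genotype change of 0.595, and at 45 DPA by 0.157 (p = 0.289) with a median change of 0.656. The authors' normalization, depth and a difference between the genotypes themselves cannot be told apart, because each library has 1 scale and no spike-in was used here to set it.

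The number of miRNAs detected follows depth. Within groups of replicates, the deviations of log10 clean reads and of the number detected had r = 0.897. Counting a value in any replicate, 331 miRNAs were detected only under WS in DBA Aurora at 15 DPA, and 5 without WS replicate 2, the deepest library, where CG, HS and WH had 8, 17 and 1. That fall is no test, since 243 names have a value in that library only. Depth may account for much of what is detected in 1 treatment only. A difference between treatments stays open as well, since depth was not equalised.

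Heat genes were higher in L6 than in DBA Aurora under HS and WH at 5 DPA. Exchanged WS and WH labels are argued against for the transcriptome, where the WH change followed the HS change across genes more than the WS change did, by a correlation of at least 0.369 in both genotypes; so is scale, since 20 of 28 small heat shock proteins stayed at least 2-fold lower in DBA Aurora with median-centred ratios. For small RNA the same comparison gave 0.577 against 0.461 in DBA Aurora and 0.667 against 0.353 in L6, at least 0.116 apart; WS followed HS more than WH did at 15 and 35 DPA in both genotypes and at 25 DPA in L6, so the measure does not settle those labels, while titles and treatment fields name the same treatment in all 118 small RNA libraries. The HS and WH libraries of L6 lay 0.0582 further than its other libraries along the way from 5 to 15 DPA (its own 15 DPA control lies at 0.689; exact permutation p = 0.275 over 924 splits; DBA Aurora -0.0923, p = 0.177); the bound set beforehand, a p of at least 0.05, was wrong to use because such a p excludes nothing. With CG at 0, the means of L6 along that way were -0.119 under WS, 0.0476 under HS and -0.0506 under WH. Faster development under heat and a difference between genotypes in the response to heat cannot be told apart here.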

How the results depend on the processing

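The alternatives below were set as listed in the summary above; the random splits of the libraries were chosen after the results were seen. The value in brackets is the one the passages report. Unless a reason is given, the cause of a change was not tested.

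Of the tests of miRNAs with limma, the counts across times changed least. They stayed within 1.5 times the reported one in every alternative except without a filter, where 534 (269) passed in DBA Aurora under WS. The tally of genotype comparisons with more miRNAs higher in DBA Aurora also stayed within that range, which is wide for such a tally. By the median of ratios, fewer comparisons had more miRNAs higher than lower. That balance was lost under WS at 5 DPA (37 higher and 37 lower). It was also lost at 25 DPA under CG (11 and 16), WS (2 and 4) and HS (13 and 21). Only HS at 15 DPA gained it (38 and 17). At an unadjusted p under 0.05, a looser threshold by construction, 131 (84) in DBA Aurora at 5 DPA, 114 (61) in L6 at 15 DPA, 83 (41) in DBA Aurora at 25 DPA, 47 (1) in DBA Aurora at 35 DPA, 38 (17) in L6 at 35 DPA, 41 (6) in DBA Aurora at 45 DPA and 44 (15) in L6 at 45 DPA miRNAs passed across the treatments, and the interaction had 119 (77) at 5 DPA, 130 (84) at 15 DPA, 74 (26) at 25 DPA, 58 (7) at 35 DPA and 29 (10) at 45 DPA. On untransformed values the counts were 92 (61) in L6 at 15 DPA, 1.6e+02 (83) in L6 at 25 DPA, 21 (1) in DBA Aurora at 35 DPA, 35 (17) in L6 at 35 DPA and 46 (6) in DBA Aurora at 45 DPA across the treatments and 89 (26) at 25 DPA, 54 (7) at 35 DPA and 35 (10) at 45 DPA for the interaction. With a pseudocount of 1 there were 8 (17) in L6 at 35 DPA, and 3 (7) at 35 DPA for the interaction; with one of 30 there were 3 (1) in DBA Aurora at 35 DPA and 15 (6) in DBA Aurora at 45 DPA, and 13 (7) at 35 DPA for the interaction. Without the filter the counts were 35 (61) in L6 at 15 DPA and 10 (1) in DBA Aurora at 35 DPA, and 53 (84) at 15 DPA for the interaction. Rescaled by the median of ratios they were 4 (1) in DBA Aurora at 35 DPA, 11 (6) in DBA Aurora at 45 DPA and 29 (15) in L6 at 45 DPA. That scale rests on few miRNAs late in development, 32 at 35 DPA and 28 at 45 DPA, against 189 at 5 DPA. The other treatment and interaction counts stayed within 1.5 times the reported ones under each of these settings.

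Replicate numbers were used as a block as 1 alternative. Libraries with the same number had a mean correlation of residuals of -0.0198 to 0.0457 over the 5 times, so nothing in the values pairs them. With the block 6 (1) in DBA Aurora at 35 DPA miRNAs passed, and the other 23 results stayed within 1.5 times the reported count.

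Leaving out 1 library at a time gave these lowest and highest counts at 5, 15, 25, 35 and 45 DPA: across the treatments 59 to 98 (84), 80 to 110 (99), 20 to 114 (41), 1 to 19 (1) and 6 to 20 (6) in DBA Aurora, 102 to 121 (124), 30 to 97 (61), 47 to 92 (83), 5 to 34 (17) and 14 to 24 (15) in L6, and for the interaction 60 to 91 (77), 53 to 106 (84), 20 to 62 (26), 5 to 51 (7) and 2 to 21 (10). Across times they were 219 to 240 (231), 259 to 273 (269), 267 to 286 (282) and 244 to 268 (256) in DBA Aurora and 263 to 274 (273), 251 to 271 (268), 236 to 263 (253) and 278 to 300 (288) in L6 under CG, WS, HS and WH, and the tally of genotype comparisons 12 to 16 (14). At 45 DPA, leaving out a library of L6 under WS or WH leaves 1 in its group, which is assumed to vary like the others. The treatment counts cover libraries of their own genotype, and the counts across times those of their own genotype and treatment.

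Single libraries moved these counts by more than 1.5 times. At 15 DPA the count was in L6 30 without WH replicate 2, 30 without WH replicate 1, 32 without WH replicate 3, 38 without CG replicate 2, 38 without WS replicate 2, 39 without CG replicate 3 and 97 without HS replicate 1, and for the interaction 53 without L6 WH replicate 2 and 54 without DBA Aurora WH replicate 3. At 25 DPA the count was in DBA Aurora 20 without CG replicate 3, 22 without CG replicate 2, 22 without WS replicate 3, 23 without WS replicate 1, 24 without WS replicate 2, 27 without HS replicate 1, 71 without WH replicate 3 and 114 without HS replicate 3, and in L6 47 without HS replicate 2 and 47 without HS replicate 3, and for the interaction 40 without DBA Aurora HS replicate 2 and 62 without DBA Aurora HS replicate 3. At 35 DPA the count was in DBA Aurora 2 without HS replicate 3, 2 without HS replicate 2, 2 without WH replicate 1, 3 without WH replicate 2, 13 without WS replicate 1 and 19 without CG replicate 3, and in L6 5 without CG replicate 1, 6 without CG replicate 2, 11 without WS replicate 1, 11 without WH replicate 1, 11 without WH replicate 3 and 34 without WS replicate 3, and for the interaction 11 without DBA Aurora WS replicate 1, 13 without DBA Aurora HS replicate 2, 15 without L6 WH replicate 2, 32 without L6 CG replicate 3, 35 without DBA Aurora CG replicate 3 and 51 without L6 WS replicate 3. At 45 DPA the count was in DBA Aurora 20 without CG replicate 3 and 20 without WS replicate 3, and in L6 24 without WS replicate 2, and for the interaction 2 without DBA Aurora WS replicate 1, 16 without L6 WS replicate 2, 20 without L6 HS replicate 2 and 21 without DBA Aurora WS replicate 3.

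The libraries were also split at random into groups of the same sizes, 100 splits with the real one included. The real counts with the highest of the other splits in brackets were, across the treatments at 5 to 45 DPA, 84 (53), 99 (36), 41 (101), 1 (41) and 6 (22) in DBA Aurora and 124 (42), 61 (36), 83 (40), 17 (26) and 15 (17) in L6. In DBA Aurora 1, 1, 6, 27 and 5 splits gave as many, a share under 0.05 at 5 and 15 DPA and not at 25, 35 and 45 DPA. The split with 101 calls at 25 DPA points to a structure of the samples other than treatment, as do those with 41 and 22 at 35 and 45 DPA. In L6 1, 1, 1, 3 and 3 splits gave as many, a share under 0.05 at each time. These shares were not corrected for the number of counts compared. For the mean difference between genotypes the counts were 222 (121), 102 (67), 77 (21), 42 (24) and 36 (22), with 1 split as large at each time. Across times they were 231 (208), 269 (227), 282 (243), 256 (210), 273 (261), 268 (246), 253 (208) and 288 (231), also with 1, the real one. The tally of genotype comparisons was 14 (5), but splits that call few miRNAs do not test its direction.

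Comparisons of 3 libraries with 3 have 10 splits, too few for a share under 0.05. The real count was the highest in 12 of 18 comparisons of genotypes and 19 of 28 of a stress with its control. At 5 DPA the real counts with the highest other in brackets were 145 (0), 146 (1), 177 (2) and 109 (1) between genotypes under CG, WS, HS and WH, 5 (32), 76 (3) and 18 (1) in DBA Aurora and 17 (0), 53 (2) and 87 (1) in L6 under WS, HS and WH. In 6 comparisons another split called over 3 times the real count, which points to a structure of those samples other than their group; for DBA Aurora under WS at 35 DPA all 10 splits gave as many as the real 0 by limma (22 at an unadjusted p), and the highest other gave 65.

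Detection depends on the rule. Counting a value in any replicate, the counts of miRNAs in all 4 treatments were 184 (67) at 25 DPA, 101 (48) at 35 DPA and 89 (49) at 45 DPA in DBA Aurora and 248 (117) at 15 DPA, 138 (37) at 35 DPA and 46 (28) at 45 DPA in L6. Those in 1 treatment only were 36 (20) at 5 DPA, 331 (29) at 15 DPA, 50 (24) at 25 DPA, 51 (23) at 35 DPA and 48 (19) at 45 DPA in DBA Aurora and 45 (18) at 45 DPA in L6. Those at all 5 times were 145 (64) under CG, 88 (52) under WS, 88 (40) under HS and 99 (51) under WH in DBA Aurora and 107 (34) under CG, 70 (35) under WS and 85 (43) under HS in L6. With at least 2 replicates, the counts of miRNAs in all 4 treatments were 119 (67) at 25 DPA and 79 (48) at 35 DPA in DBA Aurora and 225 (117) at 15 DPA and 71 (37) at 35 DPA in L6. Those in 1 treatment only were 37 (24) at 25 DPA and 58 (23) at 35 DPA in DBA Aurora and 31 (18) at 45 DPA in L6. Those at all 5 times were 71 (40) under HS and 80 (51) under WH in DBA Aurora and 59 (34) under CG in L6. Under both, WH had the most miRNAs detected in 1 treatment only at 0 times in DBA Aurora (1). With the common floor, which by construction removes low values, the counts of miRNAs in all 4 treatments were 119 (219) at 5 DPA, 84 (171) at 15 DPA and 30 (49) at 45 DPA in DBA Aurora and 95 (197) at 5 DPA and 63 (120) at 25 DPA in L6. Those in 1 treatment only were 12 (29) at 15 DPA, 14 (23) at 35 DPA and 10 (19) at 45 DPA in DBA Aurora and 14 (25) at 5 DPA, 11 (47) at 15 DPA and 19 (31) at 35 DPA in L6. Those at all 5 times were 37 (64) under CG, 34 (52) under WS and 25 (40) under HS in DBA Aurora and 28 (43) under HS and 22 (38) under WH in L6. Of 32 results, the other 12, 21 and 16 stayed within 1.5 times the reported count in the same order, as did all 32 with 1 count per mature sequence; the tallies of times and treatments in which DBA Aurora had more are among them.

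Leaving out 1 library at a time, miRNAs detected in all 4 treatments at 5 to 45 DPA ranged from 219 to 222 (219), 171 to 178 (171), 67 to 78 (67), 48 to 62 (48) and 49 to 53 (49) in DBA Aurora and 197 to 203 (197), 117 to 200 (117), 120 to 130 (120), 37 to 46 (37) and 28 to 32 (28) in L6, those in 1 treatment only from 19 to 25 (20), 19 to 45 (29), 22 to 39 (24), 20 to 69 (23) and 19 to 40 (19) and 20 to 29 (25), 34 to 49 (47), 29 to 46 (32), 23 to 74 (31) and 15 to 30 (18), and those at all 5 times under CG, WS, HS and WH from 64 to 70 (64), 52 to 56 (52), 40 to 48 (40) and 51 to 60 (51) and 34 to 42 (34), 35 to 58 (35), 43 to 48 (43) and 38 to 44 (38). The number of times with the most such miRNAs under WH ranged from 0 to 2 (1) in DBA Aurora and 2 to 4 (3) in L6; times with more miRNAs common to the treatments in DBA Aurora from 3 to 4 (4), and treatments with more at all 5 times from 2 to 4 (3). Single libraries moved these by over 1.5 times: for all 4 treatments, in L6 at 15 DPA 117 became 200 without HS replicate 2; for 1 treatment only, in DBA Aurora at 15 DPA 29 became 19 without CG replicate 3 and 45 without WS replicate 3, in DBA Aurora at 25 DPA 24 became 39 without WS replicate 2, in DBA Aurora at 35 DPA 23 became 38 without WH replicate 3 and 69 without CG replicate 3, in DBA Aurora at 45 DPA 19 became 29 without WH replicate 2 and 40 without CG replicate 3, in L6 at 35 DPA 31 became 55 without WS replicate 3 and 74 without WH replicate 2, in L6 at 45 DPA 18 became 30 without CG replicate 1; for all 5 times, in L6 under WS 35 became 58 without WS replicate 1 at 45 DPA. The number of times with the most under WH in DBA Aurora, 1, became 0 without CG replicate 3 at 35 DPA and 2 without WH replicate 1 or 3 at 5 DPA or WH replicate 2 at 45 DPA.

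In the transcriptome, the reported counts of changed genes were 570, 1448, 958, 1041, 2910, 2797, 1154, 667, 2511 and 2194, in the order WS, HS and WH in DBA Aurora, WS, HS and WH in L6, and CG, WS, HS and WH between genotypes. With a pseudocount of 0.1 they were 1330, 3084, 1955, 2067, 4917, 4791, 2172, 1408, 4347 and 3855, with one of 5 128, 469, 286, 264, 1206, 1096, 318, 186, 931 and 812, with the 4-fold rule 62, 206, 121, 169, 455, 492, 250, 107, 438 and 408, and with at least 5 FPKM 287, 986, 588, 550, 2134, 2023, 598, 373, 1659 and 1411; a larger pseudocount, a larger fold and a higher minimum let fewer genes pass by construction. Without a filter and with median-centred ratios the counts stayed within 1.5 times the reported ones. Lists of genes outside the random range numbered 309 of 670 in the reported setting, with the 4-fold rule and with centring, to which this comparison is blind, 317 and 307 with the pseudocounts of 0.1 and 5, 277 of 680 without a filter and 300 of 640 with at least 5 FPKM. The authors' p-values of genes were not run, since the table of genes holds none.

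Degradome sites with reads numbered 35430, 27033, 25000, 19968, 31093, 39137, 25697 and 31084, in the order CG, WS, HS and WH in DBA Aurora and then in L6. By construction fewer were left in categories 0 to 2 (11984, 9428, 8805, 6655, 10164, 12742, 8224 and 10762) and in category 0 (824, 804, 776, 734, 707, 842, 735 and 836), while the authors' p under 0.05 kept all 8 within 1.5 times. The share of pairs with opposite signs in L6 under WH, 55.6% and past the threshold, was no longer past it with categories 0 to 4 (49.8%), category 0 (42.9%) or a 1.5-fold rule (60.8%). Other shares passed only in an alternative: DBA Aurora under HS, 36.7%, with the unadjusted p (33.7%) and the 1.5-fold rule (37.3%), DBA Aurora under WH, 26.1%, with the unadjusted p (27.8%) and the pair as the unit (26.1%), and genotypes under WS, 59.1%, with the 1.5-fold rule (64.0%). Rescaling the miRNAs by the median of ratios, chosen after the results were seen, took L6 under WH below the threshold (58.5%) and DBA Aurora under HS and WH past it (31.4% and 23.3%), and changed no other call. With category 0 only, no share could be computed for L6 under WS. The 17 of 54 contrasts of qPCR miRNAs past the threshold were the same number with a pseudocount of 1.

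One named result reversed: ata-miR9863a-3p, DBA Aurora against L6 under HS at 5 DPA, had a log2 fold change of 0.37 (adjusted p = 0.00952) and, rescaled by the median of ratios, -0.41 (adjusted p = 0.00195; 0.00195 to 0.0117 over its alternatives). Of 180 counts of single contrasts and named miRNAs, this rescaling left 158 the same, moved 13, took 6 below the threshold and 2 past it. A pseudocount of 1 left 162 the same, one of 30 164, the block 177 and the unadjusted p 122, with no other reversal.

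Fewer changes can be found late in development: the median library held 1334068 clean reads at 35 DPA and 5765081 at 5 DPA, and miRNAs of DBA Aurora under HS changed by 3 on the log2 scale were found in 49.0% of simulated cases at 35 DPA, against 89.0% in L6 under HS at 5 DPA. These 2 cases also differ in genotype and in the spread of replicates, which were not separated from depth. In the degradome 1 read is 5.34 to 14.6 RPM, so that a low RPM rests on few reads.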

Differences from the paper's values

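The alternatives named here were set before the data were examined, except the read test of the degradome, which was chosen after its values were seen.

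The paper calls differentially expressed miRNAs at p under 0.05 by analysis of variance and t-tests, without naming an adjustment, and the counts here are at an adjusted p under 0.05 by limma. A count comes within the paper's range here when neither is over 1.5 times the other. Across the treatments in DBA Aurora at 35 DPA, the paper's 17 stands beside 1 here; 21 on untransformed values, 19 without DBA Aurora CG replicate 3 at 35 DPA and 13 without DBA Aurora WS replicate 1 at 35 DPA come within its range, and 1 with a pseudocount of 1, 3 with a pseudocount of 30, 10 without a filter, 47 at the unadjusted p, 6 with the replicate block and 4 by the median of ratios do not. In DBA Aurora at 45 DPA, the paper's 42 stands beside 6 here; 41 at the unadjusted p and 46 on untransformed values come within its range, and 6 with a pseudocount of 1, 15 with a pseudocount of 30, 6 without a filter, 6 with the replicate block and 11 by the median of ratios do not. In L6 at 25 DPA, the paper's 137 stands beside 83 here; 92 with a pseudocount of 30, 117 at the unadjusted p, 102 by the median of ratios, the untransformed values and 92 without L6 WH replicate 3 at 25 DPA come within its range, and 82 with a pseudocount of 1, 85 without a filter and 74 with the replicate block do not. In L6 at 35 DPA, the paper's 35 stands beside 17 here; 38 at the unadjusted p, 35 on untransformed values and 34 without L6 WS replicate 3 at 35 DPA come within its range, and 8 with a pseudocount of 1, 21 with a pseudocount of 30, 17 without a filter, 18 with the replicate block and 23 by the median of ratios do not. Of the alternatives leaving out 1 library of the same genotype at that time, those not named leave the difference.

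Across times in DBA Aurora under HS, the paper's 176 stands beside 282 here, and no alternative comes within its range (283 with a pseudocount of 1, 281 with a pseudocount of 30, 281 without a filter, 286 at the unadjusted p, 282 with the replicate block, 283 by the median of ratios and 274 on untransformed values). In DBA Aurora under WH, the paper's 143 stands beside 256 here, and no alternative comes within its range (237 with a pseudocount of 1, 265 with a pseudocount of 30, 260 without a filter, 261 at the unadjusted p, 256 with the replicate block, 249 by the median of ratios and 226 on untransformed values). In L6 under WS, the paper's 175 stands beside 268 here; 262 by the median of ratios, 238 on untransformed values, 262 without L6 WS replicate 1 at 5 DPA, 262 without L6 WS replicate 2 at 5 DPA, 251 without L6 WS replicate 1 at 45 DPA and 259 without L6 WS replicate 2 at 45 DPA come within its range, and 266 with a pseudocount of 1, 272 with a pseudocount of 30, 277 without a filter, 270 at the unadjusted p and 265 with the replicate block do not. In L6 under HS, the paper's 149 stands beside 253 here, and no alternative comes within its range (250 with a pseudocount of 1, 252 with a pseudocount of 30, 259 without a filter, 255 at the unadjusted p, 254 with the replicate block, 252 by the median of ratios and 225 on untransformed values). Leaving out any other library of the same genotype and treatment does not close these differences. Leaving out libraries of the other treatments was not counted here.

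For differentially expressed genes the paper uses p under 0.05 of a test it does not state, and the counts here follow a 2-fold rule without a test, so the thresholds differ. In the order WS, HS and WH in DBA Aurora, WS, HS and WH in L6, and CG, WS, HS and WH between genotypes, the paper's counts are 289, 788, 459, 495, 1673, 1655, 537, 263, 1328 and 1246, and those here 570, 1448, 958, 1041, 2910, 2797, 1154, 667, 2511 and 2194. At 5 FPKM or more the counts are 287, 986, 588, 550, 2134, 2023, 598, 373, 1659 and 1411, all within 1.5 times the paper's. With a pseudocount of 5 they are 128, 469, 286, 264, 1206, 1096, 318, 186, 931 and 812, within that range for HS in L6 and for WS and HS between genotypes only. With a pseudocount of 0.1 (1330, 3084, 1955, 2067, 4917, 4791, 2172, 1408, 4347 and 3855), the 4-fold rule (62, 206, 121, 169, 455, 492, 250, 107, 438 and 408) and median-centred ratios (543, 1447, 944, 1037, 2893, 2721, 1154, 633, 2435 and 2198) all 10 differences stay, as they do without a filter, which leaves each count as it was.

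For granule-bound starch synthase I under WS, DBA Aurora against L6, the paper's text gives 6.74 as a fold, which its Table S12 lists as the log2 of 1 transcript. The log2 ratio of the gene here is -0.51, and -0.51 with a pseudocount of 0.1, -0.51 with a pseudocount of 5 and -0.46 with median-centred ratios; no alternative closes the difference. For osa-miR5077_L-1_1ss5GA in the same comparison, in log2, the paper's -2.53 stands beside -1.98 here; -2.39 by the median of ratios, -2.75 without DBA Aurora WS replicate 1 at 5 DPA and -2.03 without L6 WS replicate 1 at 5 DPA come within 1 standard error (0.518) of it, and -4.09 with a pseudocount of 1, -1.14 with a pseudocount of 30, -1.98 without a filter and -1.98 with the replicate block do not.

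The paper states that more genes were higher in L6 than in DBA Aurora under each stress. Under WS and WH 242 and 425, and 950 and 1244, were higher in DBA Aurora and in L6, while under HS 1365 and 1146 were, against that order; with median-centred ratios (1051 and 1384) and with the 4-fold rule (196 and 242) HS follows it. It states that DBA Aurora had more miRNAs expressed at all times in each treatment. Here this holds under CG (64 and 34), WS (52 and 35) and WH (51 and 38), and not under HS (40 and 43). The order under HS depends on the rule of detection. It was 88 and 85 counting a value in any replicate, and 25 and 28 with the common floor. Without WS replicate 1 at 45 DPA, which leaves 1 library in that group, the L6 count under WS was 58. It reports a tendency in L6 for WH to have more miRNAs found in 1 treatment only before 45 DPA; WH has the most at 15, 25 and 35 DPA (26, 14 and 26), and at 5 DPA WH and HS have 7 each.

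Over the 20 comparisons of genotypes, 14 had more miRNAs higher than lower in DBA Aurora. The paper names 6 comparisons as exceptions to its own statement on this balance, for which the counts here are 12 higher and 9 lower under CG at 25 DPA, 45 higher and 46 lower, 20 higher and 62 lower and 5 higher and 9 lower under WH at 15, 25 and 35 DPA, and 14 higher and 8 lower and 1 higher and 8 lower under HS at 25 and 35 DPA. The comparisons under WS at 35 DPA (1 higher and 7 lower) and under HS at 15 DPA (21 higher and 21 lower) are not among them. By the median of ratios, HS and WH at 15 DPA have 38 and 17, and 23 and 66, and CG and HS at 25 DPA 11 and 16, and 13 and 21. The paper counts nearly every site with reads as having another degradation pattern under stress, without a stated threshold. By Fisher's exact test of reads at each site, chosen after the values were seen, 4.29, 9.56 and 3.04% of sites differed under WS, HS and WH in DBA Aurora and 2.56, 2.45 and 6.02% in L6, of 39531 to 48402.

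By qPCR the paper finds osa-miR827 higher under each stress in DBA Aurora and unchanged in L6. In the small RNA data its log2 fold change was 0.81 (adjusted p = 0.156), 0.69 (adjusted p = 0.0701) and 1.31 (adjusted p = 0.00615) under WS, HS and WH in DBA Aurora and 1.21 (adjusted p = 0.00690), 0.46 (adjusted p = 0.288) and 0.78 (adjusted p = 0.0391) in L6, with interactions at adjusted p = 0.703, 0.734 and 0.422. At the unadjusted p it passes under each stress in DBA Aurora, and with a pseudocount of 30 or by the median of ratios it no longer passes under WH in L6.

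Under WH in DBA Aurora, the paper states that bdi-miR394 fell and its target rose; here bdi-miR394 had a log2 fold change of -0.08 (adjusted p = 0.882), and the target went from 14.1 to 13.0 FPKM. It states a rise of the glutamate receptor 3.5 gene; TRITD_7Av1G242800 went from 5.93 to 4.55 FPKM and TRITD_7Bv1G191580 from 1.92 to 1.98. It states that LCYE and ZCD fell. The FPKM of LCYE went from 2.56 to 2.15 on 3A and from 3.55 to 4.47 on 3B, while that of ZCD, 19.0 and then 6.62, goes with the statement. All these are FPKM per gene. Transcripts of a gene were not analysed apart here, so a change of 1 transcript would not be seen.

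The paper reports GO terms enriched among changed genes; that enrichment was not run here, and the medians of the same terms were compared with random lists instead. The percentiles in DBA Aurora and in L6 were 38.0 and 1.38 for ethylene biosynthesis under WS, which the paper gives to DBA Aurora alone, 0 and 0 for chitin binding, also given to it alone, and 17.5 and 90.9 for cellulose catabolism and 16.9 and 24.3 for brassinosteroid response, given to L6. Under HS they were 93.2 and 86.8 for unfolded protein and 91.2 and 85.7 for beta-amylase, given to DBA Aurora, and 45.2 and 0 for cysteine protease inhibitors and 28.8 and 100 for cellular respiration, given to L6. Under WH they were 100 and 99.5 for glucose and 0.750 and 34.1 for protease binding, given to DBA Aurora, and 100 and 100 for water homeostasis and 100 and 99.9 for ion transport, given to L6. Taking as on the paper's side a term with more changed genes in the genotype it names, with the counts in DBA Aurora and in L6, those were chitin binding (8 and 7 of 43), cellulose catabolism (0 and 7 of 22) and brassinosteroid response (0 and 8 of 56) under WS, cysteine protease inhibitors (1 and 7 of 15), cellular respiration (2 and 9 of 10) and beta-amylase (4 and 3 of 10) under HS, and glucose (4 and 3 of 14), water homeostasis (8 and 18 of 55) and ion transport (8 and 18 of 68) under WH. Ethylene biosynthesis (4 and 4 of 25) and protease binding (8 and 8 of 29) were equal, and unfolded protein (8 and 11 of 37) had more in L6. Differences between the genotypes in these counts were not tested.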

Other observations

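The test of squamosa promoter-binding-like genes as 1 list and the read test behind the comparison of tags with mRNA were added after other values had been seen, and their bounds were written before their own results.

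With miR156/miR157 higher in DBA Aurora at 5 DPA, lower mRNA of their squamosa promoter-binding-like (SPL) targets was a possible explanation to test. The median log2 ratio of 14 such genes, DBA Aurora against L6, was -0.12, -0.09, -0.06 and 0.07 under CG, WS, HS and WH, at the percentiles 9.62, 28.0, 7.59 and 41.3 of random lists, and so in 0 of 4 treatments at or below the 2.5th percentile. The lower SPL mRNA that was predicted in DBA Aurora was thus not seen. The bound set beforehand was met, but it was wrong to use, because a median near 0 over genes that go both ways decides nothing: 3, 5, 6 and 9 of the genes lay above 0 and 11, 9, 8 and 5 below. None of the genes changed 2-fold in any treatment.

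If degradome tags follow the level of the mRNA, sites that differ between 2 libraries should change in the direction of the FPKM of their gene. They did in 48.1, 64.4 and 57.4% of sites in DBA Aurora and 57.4, 84.3 and 75.0% in L6 under WS, HS and WH, so that 3 of 6 comparisons had over 60%. The mRNA level may account for part of the difference in tags under HS in both genotypes and under WH in L6, and the tests leave open how much.

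Of the 15 pairs of miRNA and target in the qPCR panel, 13 had a cleavage site in the degradome. In at least 1 library 6 were of category 0 and 12 of category 0 to 2. For 1 pair no site, listed per transcript, had more than 2 reads in a library. The lowest Allen score was 1 for both pairs of ttu-miR160. It was 4.5 to 19 for the others, above the bound of 4 used for the best sites. At a score of 19, the sites of bdi-miR394 on TRITD_5Av1G159830, 1 of the pairs with category 0, had at most 3 reads. Of 54 contrasts of the 9 panel miRNAs with CG at 5 DPA, 17 passed the threshold by limma.

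In DBA Aurora under WH at 25 DPA, replicate 3 had 87.4% of its normalized total in forms of miR6478, the highest such share of the 118 libraries, and their highest normalized total, 4289565.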
